# Rad53- and Chk1-Dependent DNA Damage Response Pathways Cooperatively Promote Fungal Pathogenesis and Modulate Antifungal Drug Susceptibility

**DOI:** 10.1128/mBio.01726-18

**Published:** 2019-01-02

**Authors:** Kwang-Woo Jung, Yeonseon Lee, Eun Young Huh, Soo Chan Lee, Sangyong Lim, Yong-Sun Bahn

**Keywords:** *C. neoformans*, DNA damage pathway, antifungal drug susceptibility, virulence

## Abstract

Living organisms are constantly exposed to DNA damage stress caused by endogenous and exogenous events. Eukaryotic cells have evolutionarily conserved DNA damage checkpoint surveillance systems. We previously reported that a unique transcription factor, Bdr1, whose expression is strongly induced by the protein kinase Rad53 governs DNA damage responses by controlling the expression of DNA repair genes in the basidiomycetous fungus Cryptococcus neoformans. However, the regulatory mechanism of the Rad53-dependent DNA damage signal cascade and its function in pathogenicity remain unclear. Here, we demonstrate that Rad53 is required for DNA damage response and is phosphorylated by two phosphatidylinositol 3-kinase (PI3K)-like kinases, Tel1 and Mec1, in response to DNA damage stress. Transcriptome analysis revealed that Rad53 regulates the expression of several DNA repair genes in response to gamma radiation. We found that expression of *CHK1*, another effector kinase involved in the DNA damage response, is regulated by Rad53 and that *CHK1* deletion rendered cells highly susceptible to DNA damage stress. Nevertheless, *BDR1* expression is regulated by Rad53, but not Chk1, indicating that DNA damage signal cascades mediated by Rad53 and Chk1 exhibit redundant and distinct functions. We found that perturbation of both *RAD53* and *CHK1* attenuated the virulence of C. neoformans, perhaps by promoting phagosome maturation within macrophage, reducing melanin production, and increasing susceptibility to oxidative stresses. Furthermore, deletion of both *RAD53* and *CHK1* increased susceptibility to certain antifungal drugs such as amphotericin B. This report provides insight into the regulatory mechanism of fungal DNA damage repair systems and their functional relationship with fungal virulence and antifungal drug susceptibility.

## Abstract (precis)

Genome instability is detrimental for living things because it induces genetic disorder diseases and transfers incorrect genome information to descendants. Therefore, living organisms have evolutionarily conserved signaling networks to sense and repair DNA damage. However, how the DNA damage response pathway is regulated for maintaining the genome integrity of fungal pathogens and how this contributes to their pathogenicity remain elusive. In this study, we investigated the DNA damage response pathway in the basidiomycete pathogen Cryptococcus neoformans, which causes life-threatening meningoencephalitis in immunocompromised individuals, with an average of 223,100 infections leading to 181,100 deaths reported annually. Here, we found that perturbation of Rad53- and Chk1-dependent DNA damage response pathways attenuated the virulence of C. neoformans and increased its susceptibility to certain antifungal drugs, such as amphotericin B and flucytosine. Therefore, our work paves the way to understanding the important role of human fungal DNA damage networks in pathogenesis and antifungal drug susceptibility.

## INTRODUCTION

The genome stability of cells is constantly confronted with threats imposed by both endogenous events, including DNA replication and cellular respiration generating reactive oxygen species (ROS), and exogenous stresses, including chemical and physical genotoxic DNA damage agents (1). Upon DNA damage, cells increase expression of target genes such as *RAD51* and enhance activity of effector proteins, such as Chk1, to maintain genome integrity. In humans, genetic disorders induced by DNA damage result in severe diseases, such as cancers and neurodegenerative diseases (2, 3). Therefore, surveillance and repair of damaged genomes are prerequisites for the survival and propagation of all living cells.

Living organisms contain evolutionarily conserved DNA damage checkpoint systems to counteract endogenous and exogenous DNA damage stresses (4). DNA damage response (DDR) pathways are generally composed of protein kinases, mediators, and transcription factors, which control DNA replication, DNA repair, and cell cycling (4). Among the DDR pathways, those mediated by ataxia-telangiectasia mutated (ATM) and ATM- and Rad3-related (ATR) protein kinases are evolutionarily conserved and well characterized from yeasts to humans (5). In humans, ATR and ATM kinases are members of the phosphatidylinositide-3-kinase (PI3K) family and have downstream effector kinases Chk1 and Chk2, which contain the forkhead-associated (FHA) domain and modulate DNA damage responses (6, 7). ATR kinase counteracts a wide range of DNA damage, such as double-stranded DNA breaks (DSBs) and stalled DNA replication forks, whereas ATM kinase primarily responds to DSBs (4).

In the budding yeast (Saccharomyces cerevisiae) model, DDR pathways mediated by Mec1 (human ATR homolog) and Tel1 (human ATM homolog) kinases are well characterized (8). Similarly to human effector kinases, the S. cerevisiae DNA damage response cascade activates effector kinases Chk1 and Rad53, which are the human Chk1 and Chk2 homologs, respectively (8). In S. cerevisiae, Mec1 activates both Rad53 and Chk1 via phosphorylation of their Ser/Thr phosphorylation (SQ/TQ) sites, whereas ATM and ATR kinases primarily activate Chk2 and Chk1, respectively, in humans (9–11). Upon DNA damage response, Mec1 phosphorylates the SQ/TQ consensus sites in the checkpoint adaptor protein Rad9, which recruits and binds to Rad53 through its FHA domain (12, 13). The activated Rad53 phosphorylates Dun1 kinase, which subsequently phosphorylates some transcription factors that regulate genes involved in cell cycle regulation and DNA replication and repair (14).

Recent studies revealed that the DNA repair system is also involved in antifungal drug resistance in human fungal pathogens (15–18). Perturbations in the DNA mismatch repair system, which corrects errors occurring in DNA replication and recombination (19), can increase the spontaneous mutation rate (20). In particular, deletion of *MSH2*, a homolog of Escherichia coli MutS that is one of components in the DNA mismatch repair system, has been shown to increase phenotypic diversity and adaptive antifungal drug resistance by inducing DNA mutations in Cryptococcus neoformans (17, 18). Moreover, drug-resistant Candida glabrata clinical isolates were shown to have mutations in the *MSH2* gene (21). Therefore, the acquisition of antifungal drug resistance is partly linked to genome-wide mutations governed by the DNA repair system.

C. neoformans causes fatal meningoencephalitis in immunocompromised individuals via inhalation of its dried yeasts or basidiospores through the respiratory tract and their subsequent hematogenous dissemination into the central nervous system (22, 23). The most recent epidemiological study reported that approximately 220,000 cases of cryptococcal meningitis occur globally every year and that around 80% of these lead to death (24). Recently, we showed that a novel transcription factor, Bdr1, whose expression is regulated by Rad53 modulates DNA damage responses by controlling expression levels of various DNA repair genes in C. neoformans (25). In addition, we demonstrated that components of the PI3K pathway, such as Mec1, Tel1, Chk1, and Rad53, are evolutionarily conserved and that both Mec1 and Rad53 contribute to genotoxic DNA stress response in C. neoformans (26). However, information on the regulatory mechanism of the *Cryptococcus* DNA damage repair system and its role in pathogenicity remains elusive. In this study, we investigated the regulatory mechanism of Rad53- and Chk1-dependent DNA repair systems and their roles in pathogenicity of C. neoformans. We also demonstrated that both Rad53 and Chk1 kinases promote C. neoformans virulence and modulate antifungal drug susceptibility, thereby suggesting a functional connection between DNA damage repair systems and fungal pathogenicity.

## RESULTS

### Rad53 is required for DNA damage stress response and adaptation in Cryptococcus neoformans.

The *rad53*Δ mutants exhibited increased susceptibility to a series of genotoxic DNA damage insults, such as methyl methanesulfonate (MMS [an inducer of DNA alkylation]), hydroxyurea (HU [a ribonucleotide reductase inhibitor causing depletion of deoxynucleoside triphosphates {dNTPs} for DNA replication]), 4-nitroquinoline 1-oxide (4-NQO) (a DNA damage inducer through the production of reactive oxygen species), UV-C (nonionizing irradiation causing pyrimidine dimer formation), and gamma radiation (ionizing irradiation inducing diverse forms of DNA damage, such as DSBs) (Fig. 1A), which is in agreement with our previous results (25, 26). In addition, the *rad53*Δ mutant displayed increased susceptibility to cisplatin (Fig. 1A), which primarily generates intrastrand DNA cross-linking (27). Supporting these results, the *rad53*Δ+*RAD53* complemented strains exhibited wild-type (WT) levels of resistance (Fig. 1A). Therefore, Rad53 plays critical roles in response and adaptation to DNA genotoxic stress in C. neoformans.

**FIG 1:**
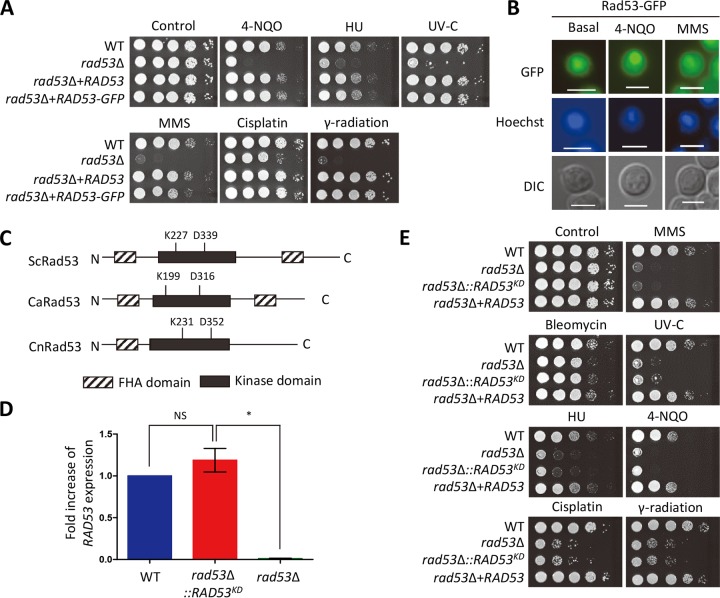
Rad53 is required for DNA damage response in C. neoformans. (A and E) C. neoformans strains (wild type [WT] H99, *rad53*Δ mutant [YSB3785], *rad53*Δ+*RAD53* mutant [KW1], *rad53*Δ+*RAD53*:*GFP* mutant [KW62], and *rad53*Δ::*RAD53^KD^* mutant [KW210]) were cultured in liquid YPD medium at 30°C overnight. The cells were 10-fold serially diluted (1 to 10^4^) and spotted on a YPD plate containing the indicated concentration of DNA damage agents (in panel A, 4-NQO, 0.1 µg/ml; HU, 100 mM; MMS, 0.03%; cisplatin, 1 mM; in panel E, 4-NQO, 0.15 µg/ml; HU, 100 mM; MMS, 0.02%; cisplatin, 1 mM; bleomycin, 0.5 µg/ml). For UV-C and gamma radiation resistance tests, the serially diluted cells were spotted on a YPD plate and then the plates were exposed to the indicated dose of UV-C (in panel A, 10 mJ/cm^2^; in panel E, 15 mJ/cm^2^) and gamma radiation (1 kGy). Cells were further incubated at 30°C and photographed daily for 1 to 3 days. (B) The cellular localization of Rad53-GFP was monitored by fluorescence microscopy. Hoechst staining was used to stain the nucleus. The scale bar represents 10 µm. DIC, differential interference contrast. (C) Comparison of catalytic active sites in S. cerevisiae Rad53 (ScRad53), C. albicans Rad53 (CaRad53), and C. neoformans Rad53 (CnRad53). (D) The expression level of *RAD53* in the *rad53*Δ::*RAD53^KD^* strain. qRT-PCR analysis was performed with cDNA synthesized from total RNA isolated from WT H99, *rad53*Δ, and *rad53*Δ::*RAD53^KD^* strains grown to the mid-log phase. Error bars indicate standard deviations. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test (*, *P < *0.05; NS, not significant).

In S. cerevisiae and humans, Rad53 and the homologous protein kinase Chk2 are localized in the nucleus (28, 29). To examine the cellular localization of Rad53 in C. neoformans, we constructed *rad53*Δ+*RAD53*-*GFP* strains (GFP, green fluorescent protein). The Rad53-GFP protein was functional because the *rad53*Δ+*RAD53*-*GFP* strain showed the WT level of resistance to DNA damage stress (Fig. 1A). Rad53 was also observed to be predominantly localized in the nucleus of C. neoformans, regardless of the presence or absence of DNA damage agents (Fig. 1B).

We next addressed whether the kinase activity of Rad53 is critical for its function. Lys (K227) and Asp (D339) residues are required for the kinase activity of S. cerevisiae Rad53 (ScRad53) (30). Similarly, mutations of corresponding K199 and D316 residues in Candida albicans Rad53 (CaRad53) abolish its function (31). Accordingly, we constructed Rad53 kinase dead mutants (*rad53*Δ::*RAD53^KD^* strain) by integrating the *RAD53* kinase dead allele (K231N and D352A; *RAD53^KD^*) into the native *RAD53* promoter locus of the *rad53*Δ mutant (Fig. 1C). The *RAD54^KD^* allele was confirmed to be expressed at WT levels (Fig. 1D). The *rad53*Δ::*RAD53^KD^* strain was as susceptible to genotoxic insults as the *rad53*Δ mutant (Fig. 1E), indicating that kinase activity is critical for Rad53 function. Taking the results together, Rad53 has an evolutionarily conserved cellular location and functions in DNA damage response and adaptation of C. neoformans through its kinase activity.

### Mec1 and Tel1 kinases phosphorylate Rad53 upon DNA damage stress.

FHA domains, which play essential roles in DNA damage response (32), are generally conserved in Rad53 orthologs. C. neoformans Rad53 (CnRad53) has one FHA domain near the N-terminal region, whereas ScRad53 and CaRad53 contain FHA domains at both the N- and C-terminal ends (Fig. 2A). CnRad53, like other Rad53 orthologs, also has conserved Ser/Thr phosphorylation sites (SQ/TQ) (Fig. 2A). To address whether CnRad53 undergoes phosphorylation, we constructed strains expressing *RAD53*-4xFLAG and confirmed that the Rad53-4xFLAG fusion protein was functional (see Fig. S1A in the supplemental material). The Rad53-4xFLAG protein exhibited reduced electrophoretic mobility upon treatment with MMS. However, the mobility shift was abolished by λ-phosphatase treatment, but not in the presence of both λ-phosphatase and a phosphatase inhibitor (Fig. 2B). Supporting this finding, 4-NQO and bleomycin also caused phosphorylation of Rad53 (Fig. 2C). These results suggest that CnRad53 is phosphorylated upon DNA damage stresses.

**FIG 2:**
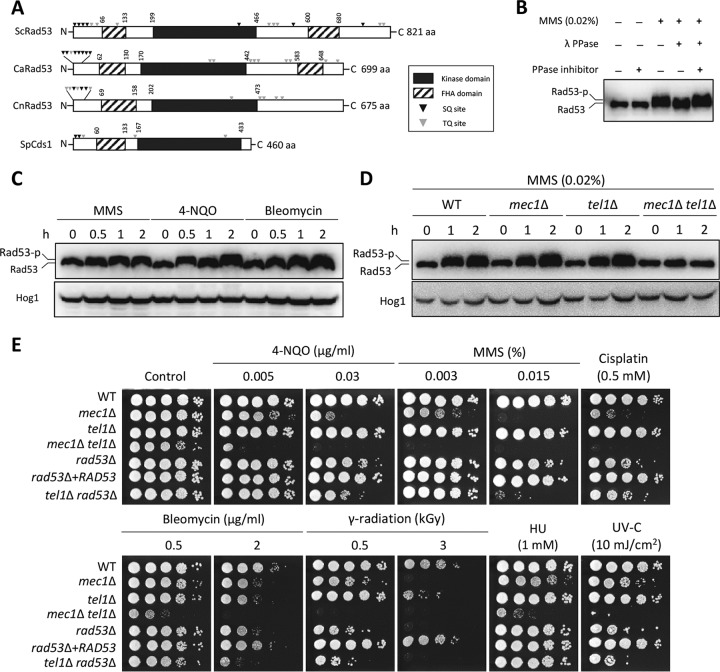
C. neoformans Rad53 is phosphorylated by both Mec1 and Tel1 kinases in response to DNA damage stress. (A) Schematic outline of Rad53 orthologs in fungi. The box with dashed lines represents the FHA domain, and the black box indicates the kinase domain. The gray inverted triangles and black inverted triangles indicate SQ and TQ sites, respectively. The domain of each protein was analyzed using Pfam (http://pfam.xfam.org/). Each protein sequence was retrieved from the genome database and NCBI [S. cerevisiae, Rad53; C. albicans, Rad53; C. neoformans, Rad53; and S. pombe, Cds1] aa, amino acids. (B and C) Phosphorylation of Rad53 was monitored by analysis of the reduced electrophoretic migration using western blotting with anti-FLAG antibody. The Rad53-4xFLAG strain was grown to the mid-logarithmic phase and then treated with MMS (0.02%) for 2 h. The cell extract was incubated at 30°C for 1 h with or without λ-phosphatase (PPase) and PPase inhibitor (B). Rad53 was phosphorylated in response to MMS (0.02%), 4-NQO (0.15 µg/ml), and bleomycin (3 µg/ml) (C). (D) Both Tel1 and Mec1 regulate Rad53 phosphorylation in response to DNA damage stress. WT Rad53-4xFLAG, *mec1*Δ Rad53-4xFLAG, *tel1*Δ Rad53-4xFLAG, and *mec1*Δ *tel1*Δ Rad53-4xFLAG strains were treated with MMS (0.02%), and then total protein was extracted from each strain for immunoblot analysis. Rad53 phosphorylation levels were monitored using anti-FLAG antibody. The same blot was stripped and then reprobed with polyclonal anti-Hog1 antibody for the loading control. (E) Mec1 and Tel1 play redundant roles in DNA damage stress response in C. neoformans. (Strains: WT Rad53-4xFLAG [YSB3806], Rad53-4xFLAG *mec1*Δ [KW102], Rad53-4xFLAG *tel1*Δ [KW104], Rad53-4xFLAG *mec1*Δ *tel1*Δ [KW449], *mec1*Δ [YSB3611], *tel1*Δ [YSB3844], *mec1*Δ *tel1*Δ [KW480], *rad53*Δ [YSB3785], *rad53*Δ+*RAD53* [KW1], and *tel1*Δ *rad53*Δ [KW106]).

10.1128/mBio.01726-18.2 FIG S1 Construction of Rad53-4xFLAG, Chk1-4xFLAG, and Bdr1-4xFLAG strains. (A, C, and K) Diagrams for construction of the Rad53-4xFLAG, Chk1-4xFLAG, and Bdr1-4xFLAG strains. (B, D, and L) Verification of correct genotypes of the Rad53-4xFLAG, Chk1-4xFLAG, and Bdr1-4xFLAG strains. (E, F, G, H, I, and J) The correct genotype of each gene (*MEC1*, *TEL1*, or *RAD53*) deletion in the background of Rad53-4xFLAG and Chk1-4xFLAG strains was verified by Southern blot analysis using genomic DNA digested with the indicated restriction enzyme. Each membrane was hybridized with the corresponding gene-specific probe, washed, and developed. Download FIG S1, PDF file, 0.2 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In S. cerevisiae, Mec1 and Tel1 kinases are required for DNA damage stress and involved in Rad53 phosphorylation (33). To elucidate whether Mec1 and Tel1 are required for CnRad53 phosphorylation, we constructed *mec1*Δ, *tel1*Δ, and *mec1*Δ *tel1*Δ mutants in the Rad53-4xFLAG strain background. CnRad53 was normally phosphorylated in response to MMS in the *mec1*Δ and *tel1*Δ mutants but not in the *mec1*Δ *tel1*Δ double mutant (Fig. 2D), indicating that Tel1 and Mec1 play redundant roles in phosphorylating CnRad53 upon DNA damage response. However, the finding that the *mec1*Δ *tel1*Δ double mutant showed higher sensitivity to DNA damage stress than the *rad53*Δ mutant (Fig. 2E) indicated that CnRad53 is not the only downstream target of Mec1 and Tel1. To further elucidate the relationship between Mec1 or Tel1 and Rad53, we attempted to perform experiments using *mec1*Δ *rad53*Δ and *tel1*Δ *rad53*Δ double mutants. However, we failed to obtain the *mec1*Δ *rad53*Δ double mutant despite repeated attempts, suggesting that Rad53 and Mec1 may have a synthetic lethal relationship in C. neoformans. Supporting this conjecture, Rad53 and Mec1 are also known to have a synthetic lethal relationship in S. cerevisiae (34). Notably, the *tel1*Δ *rad53*Δ double mutant showed a greater susceptibility to 4-NQQ, bleomycin, and MMS than the *rad53*Δ mutant (Fig. 2E), suggesting that Tel1 has Rad53-independent targets. The *mec1*Δ mutant, but not the *tel1*Δ mutant, showed severe growth defects in the presence of low concentrations of DNA damage inducers. However, the *mec1*Δ *tel1*Δ double mutant showed slight growth retardation under unstressed conditions and exhibited more-severe growth defects under genotoxic stress conditions than either of the *mec1*Δ and *tel1*Δ single mutants (Fig. 2E). These data further suggest that Tel1 could contribute to DNA damage response. Collectively, the results indicate that Mec1 and Tel1 play major and minor roles, respectively, in DNA damage response and adaptation, at least in part by phosphorylation of CnRad53.

### Transcriptome profiling to explore the Rad53-dependent gene network in C. neoformans.

To further elucidate the signaling circuitry downstream of CnRad53, we compared the transcriptome profiles of the WT strain and the *rad53*Δ mutants after gamma radiation exposure using RNA sequencing (RNA-seq)-based transcriptome analysis. 

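RNA sequencing was done on 8 libraries in 4 conditions, with 2 libraries per condition: the WT strain and the *rad53*Δ mutant, each under basal conditions and 30 min after a radiation dose of 0.5 kGy. For each library the authors deposited the RSEM output for 6962 genes, which holds an expected count (RSEM's estimate of the fragments that belong to a gene), TPM and FPKM, without the expression filter or the TMM step of the paper's methods. The expected counts summed to 137691 and 155966 in the WT basal libraries, 127859 and 133821 in the WT irradiated libraries, 149623 and 159331 in the *rad53*Δ basal libraries and 139214 and 141025 in the *rad53*Δ irradiated libraries. The paper's text does not state a depth. At these totals the smallest share that 3 counts can show lies between 18.8 and 23.5 CPM (counts scaled to a common library total), and such floors cover counting error only. The median gene had 0 counts in each basal library and 1 count in each irradiated library.

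The deleted gene was examined first. *RAD53* (CNAG_05216) had 5 and 2 counts in the WT basal libraries, 3 and 8 in the WT irradiated libraries, 8 and 16 in the *rad53*Δ basal libraries and 31 and 20 in the *rad53*Δ irradiated libraries. The log2 difference between the irradiated mutant and the irradiated WT strain was 2.05 (standard error 0.46, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 1733 genes of the part of Table S1 used here, the deposited FPKM and the paper's normalized FPKM of the same library had Spearman correlations between -0.08 and 0.09 across genes, which are not independent replicates. The values given here are those of the deposited files.

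Expected counts were rounded to whole numbers. Genes with an expected count of at least 5 and an FPKM of at least 0.3 in at least 2 of the 8 libraries were kept, after the thresholds in the paper's methods, which left 1700 genes. Counts were normalized with TMM and tested in 1 edgeR quasi-likelihood fit over all 8 libraries. The 10 genes with the largest counts in each library took between 39.5% and 46.0% of the counts in the basal libraries and between 17.7% and 18.5% in the irradiated libraries. The TMM factors were accordingly between 0.676 and 0.761 in the basal libraries and between 1.36 and 1.437 in the irradiated libraries, so the choice of normalization moves every radiation fold change. In each condition the 2 libraries differed by more than the sampling noise of their counts (chi-square per degree of freedom from 1.52 to 3.09), so they are not copies of each other, but counts alone do not show whether they come from separate cultures. They were used as the 2 replicates of their labels. With 2 libraries per group, an exact permutation test of a single gene cannot reach a p-value of 0.05, so p-values come from the model fitted across all genes.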

Of a total of 6,962 genes, 5,087 and 4,768 showed statistically significantly different expression levels in the WT strain and the *rad53*Δ mutants, respectively (*P < *0.05) (see Table S1 in the supplemental material). 

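Of the 1700 genes tested, 729 had an unadjusted p-value under 0.05 for irradiated against basal libraries in the WT strain, of which 379 rose and 350 fell (edgeR's quasi-likelihood test). In the *rad53*Δ mutant the number was 829, of which 418 rose and 411 fell. After Benjamini-Hochberg adjustment, 567 genes in the WT strain and 700 in the mutant had an adjusted p-value under 0.05 in the same test. Normalizing by library size alone gave the largest numbers, 1025 in the WT strain and 1127 in the mutant, and DESeq2 in place of edgeR the smallest, 463 and 580. With the replicate number as a block, the pairing being taken from the labels, the numbers were 723 and 817. The paper's methods take the basal sample from the culture that was then irradiated, but do not say which libraries share a culture. The same-numbered basal and irradiated libraries deviated together only weakly, with a correlation of their deviations from the group means of 0.04 across genes in both strains, and of 0.03 in the WT strain and 0.13 in the mutant over the 648 genes with a mean above 20 counts.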

In the WT strain, 392 genes exhibited ≥2-fold expression changes after radiation exposure (Fig. 3A; see also Table S1 in the supplemental material). 

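In the deposited counts, 257 genes of the WT strain changed at least 2-fold after radiation with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 133 upward and 124 downward. In the *rad53*Δ mutant 405 genes passed the same thresholds, 197 upward and 208 downward. The median standard error of a log2 fold change was 0.49 in the WT strain and 0.48 in the mutant, so at this depth many 2-fold changes could not be told from 0. Without regard to p, 668 genes of the WT strain had a change of at least 2-fold, and this number stayed between 668 and 725 with each of the 8 libraries left out in turn. The largest rises in the WT strain were those of CNAG_06609 and CNAG_05739, for which the files give no names. CNAG_06609 had 0 and 0 counts in the basal libraries and 35 and 27 after radiation, a log2 fold change of 7.68 (standard error 1.02, adjusted p = 7.8e-08 from the same edgeR test). CNAG_05739 went from 0 and 0 counts to 11 and 14. The largest falls were those of CNAG_01464, from 6 and 11 counts to 0 and 0, and of CNAG_01465, from 7 and 5 counts to 0 and 0. The size of a fold change from or to 0 counts is not well determined. Normalizing by library size alone moved the number in the WT strain most, to 570, and gave 737 in the mutant. With the replicate number as a block, the numbers were 274 and 415.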

Next, we categorized the radiation-induced genes into four groups based on their expression patterns. Group I included Rad53-independent radiation-regulated genes (289 genes). 

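By the rule used for the deposited counts, Group I held the WT radiation-regulated genes that fell into none of the other groups. It had 197 of the 257 genes, 73 upward and 124 downward in the WT strain. The rule for Group IV takes rises only, so every fall was in Group I whatever the mutant did. Membership thus does not show that a response was independent of Rad53. *RIG6* (CNAG_03906), with a log2 fold change of -1.79 in the WT strain and 0.11 in the mutant, was in Group I. Of the 133 genes that rose in the WT strain, 73 also rose at least 2-fold in the *rad53*Δ mutant with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of the 124 that fell, 101 also fell in the mutant. No gene passed the thresholds in both strains in opposite directions. Across the 1700 tested genes, the log2 fold changes of the 2 strains had a Spearman correlation of 0.69, and genes are not independent replicates.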

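In the deposited counts of the basal libraries, 4 genes differed at least 2-fold between the *rad53*Δ mutant and the WT strain with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 upward and 3 downward. Of the 1700 genes tested, 208 had an unadjusted p-value under 0.05. None of the 4 was among the 257 WT radiation-regulated genes, so by the rule of the groups, Group II and Group III each had 0 genes. Among the 257 genes, 42 had an unadjusted p-value under 0.05 upward and 5 downward in the mutant, at any fold change. At least 2-fold and at any p, 24 were higher and 6 lower. The same WT basal libraries also served to choose the 257 genes, so these numbers are not independent of that choice. The median standard error of a basal log2 fold change was 0.52 over the 1591 genes for which it could be derived, so a 2-fold basal difference was not detectable for most genes at this depth. With the replicate number as a block, 6 genes passed the basal thresholds. The same-numbered basal libraries of the 2 strains had a correlation of their deviations of 0.05.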

Group II and group III included genes exhibiting ≥2-fold-upregulated expression (33 genes) or downregulated expression (15 genes) upon deletion of *RAD53* even under basal conditions. The changes in the expression levels of these genes might have been caused by compensatory mechanisms resulting from a lack of Rad53, suggesting that Rad53 is important even under nonstress conditions. Based on the KOG categorization, most of genes in group II and group III were not functionally annotated. Group IV included radiation-regulated genes induced in the WT strain but not in the *rad53*Δ mutant (55 genes) (Fig. 3B; see also Table S1 in the supplemental material). These Rad53-dependent genes included those involved in DNA replication and repair and in cell cycle control and mitosis (Fig. 3B). Therefore, Rad53 is among the regulators that are critical for governing expression of a plethora of DNA damage repair genes in C. neoformans.

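Of the 133 genes that rose at least 2-fold in the WT strain, 60 did not rise at least 2-fold with an adjusted p-value under 0.01 in the *rad53*Δ mutant (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is the rule used here for Group IV. Their median log2 fold change was 1.93 in the WT strain and 0.71 in the mutant, and 52 of the 60 still had a log2 fold change above 0 in the mutant. Conversely, 231 genes, rises and falls together, passed the thresholds in the mutant and not in the WT strain. The difference between the strains' responses was tested itself as an interaction, and 8 of the 60 genes passed it at least 2-fold with an adjusted p-value under 0.01, all with the smaller response in the mutant, a direction that the rule for Group IV favours. Over all 1700 genes, 86 passed the interaction test, 53 with a lower and 33 with a higher response in the mutant. With limma on log2(FPKM + 1), counted after the values were seen, 3 genes passed it. Across the alternatives the number in Group IV lay between 8, when it was defined by that interaction, and 125, with library size alone, and with the replicate number as a block it was 68.

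**Figure D1:**
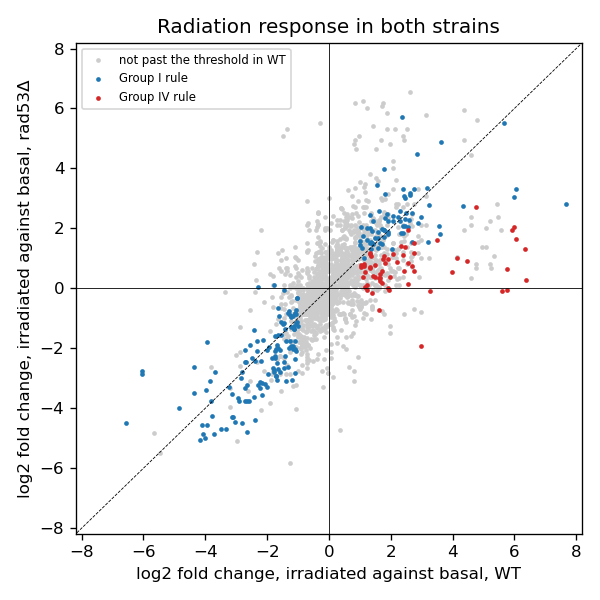
Each point is 1 of the 1700 tested genes, with its log2 fold change for irradiated against basal libraries in the WT strain on the horizontal axis and in the *rad53*Δ mutant on the vertical axis. Red points are the 60 genes of the Group IV rule, blue points the 197 of the Group I rule and grey points the other genes, and the dashed line marks equal responses. Of the 60 red points, 60 lie below the dashed line, which follows largely from how they were chosen, and 52 lie above 0 on the vertical axis.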

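In the irradiated libraries, 57 genes differed at least 2-fold between the *rad53*Δ mutant and the WT strain with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 46 were lower and 11 higher in the mutant. In the basal libraries 4 genes passed the same thresholds. The median standard error of a log2 fold change was 0.39 between the irradiated strains and 0.52 between the basal strains. A difference of the same size was thus easier to detect after radiation, and the 2 numbers alone do not show that the strains differed more then. With the replicate number as a block the number in the irradiated libraries was 64, and with limma on log2(FPKM + 1), counted after the values were seen, it was 16. The same-numbered irradiated libraries of the 2 strains had a correlation of their deviations of -0.05 over the 1700 genes and of -0.16 over the 648 genes with a mean above 20 counts. With the numbers of the mutant libraries exchanged, a pairing chosen after seeing these values, 58 genes passed. Product descriptions and KOG categories of the genes were not used here. From the Group IV genes in its categories of DNA replication and repair, cell cycle control and mitosis, the paper concludes that Rad53 is a regulator of the expression of many DNA damage repair genes.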

**FIG 3:**
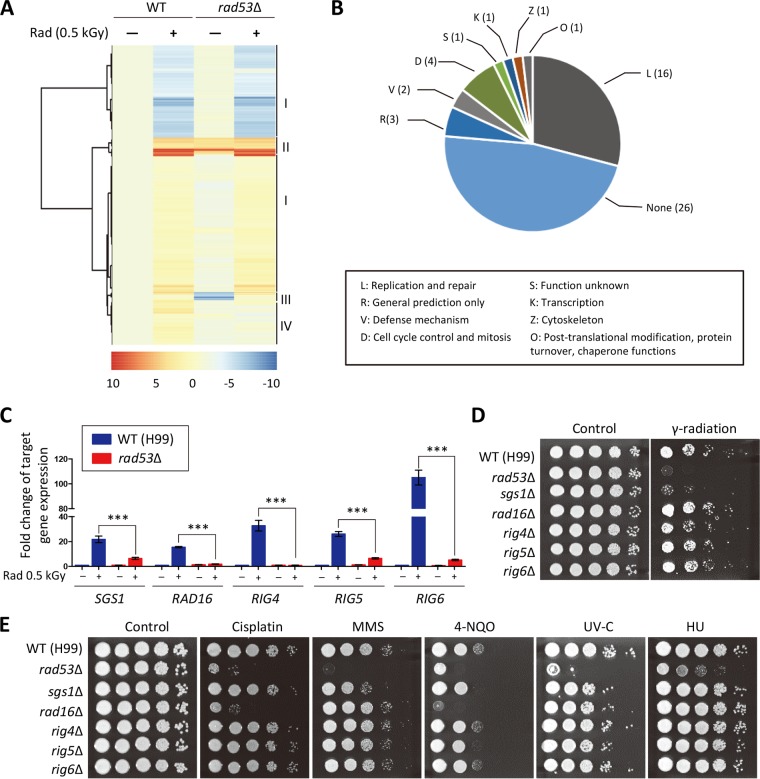
Transcriptome profiles of Rad53-dependent genes after gamma radiation exposure. (A and B) Gene clustering of Rad53-dependent genes (A) and functional categories of genes regulated by Rad53 after gamma radiation exposure determined using the EuKaryotic Orthologous Groups (KOG) of proteins (B). Numbers in parentheses represent numbers of genes in the group IV. (C) Expression levels of putative Rad53-dependent genes were verified by qRT-PCR analysis using cDNA synthesized from total RNA isolated from WT and *rad53*Δ strains with or without gamma radiation exposure. Three independent biological experiments with duplicate technical replicates were performed. Error bars indicate standard errors of the means. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test (***, *P < *0.0001). (D and E) Characterization of roles of putative Rad53-dependent genes in gamma radiation resistance (D) and DNA damage stress resistance (E). C. neoformans strains were grown overnight at 30°C in liquid YPD medium. The 10-fold serially diluted cells (1 to 10^4^ dilutions) were spotted on a YPD plate and then exposed to the indicated doses of gamma radiation and UV-C. For DNA damage susceptibility testing, the 10-fold serially diluted cells were spotted on a YPD plate containing the indicated concentration of DNA damage insults. The plates were further incubated at 30°C and photographed daily for 1 to 3 days. (Strains: WT H99, *rad53*Δ [YSB3785], *sgs1*Δ [KW464], *rad16*Δ [KW425], *rig4*Δ [KW443], *rig5*Δ [KW385], and *rig6*Δ [KW419]).

10.1128/mBio.01726-18.8 TABLE S1 The whole RNA-seq data set generated in this study. 

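For each gene, Table S1 gives the normalized FPKM of the 8 libraries and, for 4 comparisons of conditions, edgeR's log2 fold change, mean expression, p-value and false-discovery rate. The first 1733 genes of the table were used here, in the same order as in the deposited files. Of these, 428 had enough deposited counts to be tested. Across those 428 genes, the log2 fold changes computed from the deposited counts had Spearman correlations with the paper's of 0.21 for radiation in the WT strain, 0.23 for radiation in the *rad53*Δ mutant, 0.18 between the strains under basal conditions and 0.11 between the irradiated strains. CNAG_00177, whose qRT-PCR primers are in Table S3, had 0 and 0 counts in the WT basal libraries and 5 and 5 after radiation, a log2 fold change of 5.09 (standard error 2.17, adjusted p = 0.068 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the paper's value in Table S1 is 4.43. CNAG_01464 had a log2 fold change of -6.55 in the WT strain (standard error 1.28, adjusted p = 8.5e-05 from the same edgeR test), where the paper's value is -3.86. CNAG_01465 had -6.06 (standard error 1.49, adjusted p = 0.0014 from the same edgeR test), where the paper's value is 1.41. Each of these changes in the WT strain is from or to 0 counts, so its size and error are not well determined.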

Download Table S1, XLSX file, 2.4 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Identification and functional characterization of genotoxic DNA repair genes governed by Rad53.

Among the Rad53-dependent DNA damage response genes, we chose to further analyze those in the following categories: (i) evolutionarily divergent genes, such as C. neoformans 07564 (CNAG_07564), CNAG_05341, and CNAG_03906, and (ii) evolutionarily conserved but hitherto-uncharacterized C. neoformans genes. The latter included CNAG_02512 and CNAG_03654, which are highly orthologous to S. cerevisiae Rad16 and Sgs1, respectively. First, we verified our transcriptome data for the five selected genes using quantitative reverse transcription-PCR (qRT-PCR) analysis. 

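In the deposited counts of the same strains and radiation dose, *RIG6* (CNAG_03906) was the only one of these 5 genes with enough counts to be tested. It had 34 and 46 counts in the WT basal libraries, 16 and 22 in the WT irradiated libraries, 41 and 36 in the *rad53*Δ basal libraries and 73 and 80 in the *rad53*Δ irradiated libraries. Its log2 fold change after radiation was -1.79 in the WT strain (standard error 0.28, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.11 in the mutant (standard error 0.21, adjusted p = 0.7 from the same edgeR test). Normalized by library size alone, the values were -0.89 and 1.15, and with the replicate number as a block they were -1.79 and 0.11. *RIG4* (CNAG_05341) had 0 counts in all 8 libraries. *RIG5* (CNAG_07564) and *SGS1* (CNAG_03654) each had 1 count in *rad53*Δ irradiated replicate 1 and 0 in the other libraries. *RAD16* (CNAG_02512) had 2 and 2 counts in the WT irradiated libraries, 1 and 0 in the *rad53*Δ irradiated libraries and 0 in the basal libraries. For these 4 genes a change was not detectable in the deposited counts, where 3 counts are between 18.8 and 23.5 CPM. The deposited FPKM were unrelated to those of Table S1 in the part used here.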

Consistent with the transcriptome data, all these genes were significantly induced in the WT strain but not in the *rad53*Δ mutant after gamma radiation exposure (Fig. 3C). Given that we assigned the name “*RIG*” (radiation-induced gene) to genes induced after radiation exposure in our previous study (25), we designated CNAG_05341, CNAG_07564, and CNAG_03906 *RIG4*, *RIG5*, and *RIG6*, respectively.

To elucidate the function of the five Rad53-dependent genes, we generated *rig4*Δ, *rig5*Δ, *rig6*Δ, *rad16*Δ, and *sgs1*Δ mutants. To exclude any unlinked mutational effect and to validate a mutant phenotype, we constructed two independent mutants for each gene (see Fig. S2 in the supplemental material). The two independent mutants for each gene were phenotypically identical (data not shown). The *sgs1*Δ mutants exhibited increased susceptibility to gamma radiation, whereas the *rig4*Δ, *rig5*Δ, and *rig6*Δ mutants showed WT levels of gamma radiation resistance (Fig. 3D). Notably, the *rad16*Δ mutant was also as resistant to gamma radiation as the WT (Fig. 3D), which is in stark contrast to a previous report that the *rad16*Δ mutant showed increased gamma radiation sensitivity in S. cerevisiae (35). Next, we further examined whether these genes are involved in other genotoxic stress responses. The *sgs1*Δ mutant showed a growth defect in response to 4-NQO and MMS (Fig. 3E). However, deletion of *RIG4*, *RIG5*, or *RIG6* did not lead to growth defects under DNA damage stress conditions (Fig. 3E). In contrast to the radiation sensitivity phenotype, the *rad16*Δ mutants exhibited increased susceptibility to 4-NQO and cisplatin (Fig. 3E). Taken together, our data imply that evolutionarily conserved DNA damage response regulators might be functionally divergent among fungi.

10.1128/mBio.01726-18.3 FIG S2 Construction of Rad53-dependent gene mutants, including *chk1*Δ and *rad53*Δ single mutants and *rad53*Δ *chk1*Δ, *tel1*Δ *rad53*Δ, and *mec1*Δ *tel1*Δ double mutants. (A, C, E, G, I, K, M, O, and Q) Diagram for construction of the mutants. (B, D, F, H, J, L, N, P, and R) The correct genotype of each deletion mutant was verified by Southern blot analysis using genomic DNA digested with the indicated restriction enzyme. Each membrane was hybridized with the corresponding gene-specific probe, washed, and developed. Download FIG S2, PDF file, 0.2 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Rad53 and Chk1 play redundant and discrete roles in genotoxic stress in C. neoformans.

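In the deposited counts, *CHK1* (CNAG_03167) had 33 and 16 counts in the WT basal libraries and 114 and 101 in the WT irradiated libraries. In the *rad53*Δ mutant it had 26 and 18 counts in the basal libraries and 41 and 31 in the irradiated libraries. Normalized with TMM, these were 232.6 ± 122.5 CPM (SD, n = 2) before and 612.2 ± 84.8 (SD, n = 2) after radiation in the WT strain, and 209.4 ± 56.3 (SD, n = 2) before and 186.3 ± 35.1 (SD, n = 2) after radiation in the mutant. The log2 fold change was 1.40 in the WT strain (standard error 0.25, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.16 in the mutant (standard error 0.31, adjusted p = 0.7 from the same edgeR test). The difference between the 2 responses was -1.57 on the log2 scale (standard error 0.41, adjusted p = 0.0072 from edgeR's interaction test). Normalized by library size alone, *CHK1* rose in both strains, by 2.31 in the WT strain and 0.87 in the mutant on the log2 scale, with a difference of -1.44 (adjusted p = 0.013 from edgeR). In DESeq2 the difference was -1.61 (adjusted p = 0.13). With the replicate number as a block it was -1.58 (adjusted p = 0.00068 from edgeR). With each library left out in turn, the log2 fold change in the WT strain stayed between 0.93 and 2.06. The deposited FPKM were unrelated to those of Table S1 in the part used here.

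**Figure D2:**
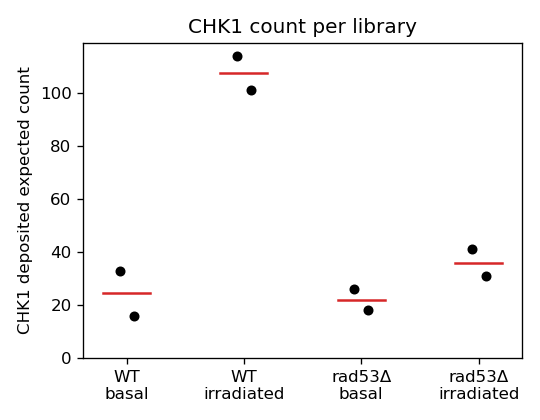
Deposited expected counts of *CHK1* on the vertical axis, before normalization, for the 4 conditions on the horizontal axis. Each black point is 1 library and each red line the mean of the 2 libraries; the WT irradiated libraries, at 114 and 101 counts, lie above the other 6, the highest of which has 41.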

One of notable findings in the transcriptome analysis described above was that the *CHK1* expression was strongly induced in the WT strain but not in the *rad53*Δ mutant. We confirmed this finding using qRT-PCR analysis (Fig. 4A). Similarly, *CHK1* expression was also strongly induced by MMS in the WT strain but not in the *rad53*Δ mutant (see Fig. S3A in the supplemental material). To determine if Chk1 protein levels are also controlled by Rad53, we constructed strain Chk1-4xFLAG (see Fig. S1C in the supplemental material). Chk1 protein levels also increased upon MMS treatment but not in the *rad53*Δ mutant (Fig. 4B). To examine whether the Chk1 protein level is controlled by Tel1 and Mec1, we deleted *TEL1* or *MEC1* genes in the Chk1-4xFLAG strains. Deletion of *MEC1*, but not *TEL1*, decreased the level of Chk1 induction caused by MMS treatment (Fig. 4C). Given that mRNA transcript and protein levels of *CHK1* were positively regulated by Rad53, we hypothesized that *CHK1* overexpression could at least partially overcome the resistance of the *rad53*Δ mutant to DNA damage stress. However, *CHK1* overexpression did not increase the DNA damage resistance in the *rad53*Δ mutant (see Fig. S3G in the supplemental material), suggesting that coinduction of all or some of the remaining Rad53-dependent genes is required for restoration of DNA damage resistance in the *rad53*Δ mutant.

**FIG 4:**
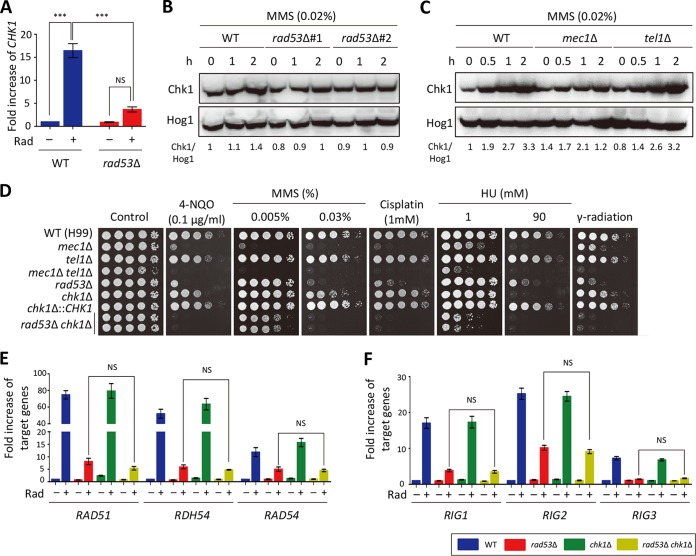
Rad53 and Chk1 play redundant and discrete roles in DNA damage response of C. neoformans. (A) Rad53 regulates *CHK1* expression after gamma radiation exposure. Quantitative RT-PCR analysis was performed using cDNA synthesized from total RNA isolated from WT H99 and *rad53*Δ mutant strains with or without gamma radiation exposure. Three independent biological experiments with duplicate technical replicates were performed. Error bars indicate standard errors of the means. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test (***, *P < *0.0001; NS, not significant). (B and C) Protein levels of Chk1 upon DNA damage stress. WT Chk1-4xFLAG, Chk1-4xFLAG *rad53*Δ, Chk1-4xFLAG *tel1*Δ, and Chk1-4xFLAG *mec1*Δ strains were exposed to MMS (0.02%), and then total protein was extracted from each strain for immunoblot analysis. The Chk1 protein levels were monitored by immunoblot analysis with anti-FLAG antibody. The same blot was stripped and then reprobed with polyclonal anti-Hog1 antibody for the loading control. The relative abundance of the Chk1 protein was quantitatively measured by calculating band intensity of Chk1 and Hog1 proteins. (D) Each C. neoformans strain was cultured in liquid YPD medium overnight at 30°C, serially diluted (1 to 10^4^), and then spotted on a YPD plate containing the indicated concentration of DNA damage agents. For gamma radiation resistance test, the serially diluted strains spotted on the solid YPD medium were exposed to gamma radiation (0.5 kGy). Cells were further incubated for 1 to 3 days and photographed daily. (E and F) Quantitative RT-PCR analysis was performed using cDNA synthesized from total RNA of WT H99 and *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ mutants with or without gamma radiation exposure. Three independent biological experiments with duplicate technical replicates were performed. Error bars indicate standard errors of the means. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test (NS, not significant). (Strains: WT [H99], *mec1*Δ [YSB3611], *tel1*Δ [YSB3844], *mec1*Δ *tel1*Δ [KW480], *rad53*Δ [YSB3785], *chk1*Δ [KW191], *chk1*Δ+*CHK1* [KW355], *rad53*Δ *chk1*Δ [KW250 and KW251], Chk1-4xFLAG [KW69], Chk1-4xFLAG *rad53*Δ [KW408 and KW409], Chk1-4xFLAG *tel1*Δ [KW161], and Chk1-4xFLAG *mec1*Δ [KW170]).

10.1128/mBio.01726-18.4 FIG S3 Constitutive overexpression of *CHK1* did not rescue the resistance of the *rad53*Δ mutant to DNA damage stress. (A) Expression levels of *CHK1* in WT and *rad53*Δ mutant strains in response to MMS. qRT-PCR analysis was performed using cDNA synthesized from total RNA isolated from WT strain H99 and the *rad53*Δ mutant with or without treatment with MMS (0.02%). (B) Diagram for construction of *CHK1* overexpression strains in the WT strain and the *rad53*Δ mutants. (C and E) The correct genotype of each deletion mutant was verified by Southern blot analysis using genomic DNA digested with the indicated restriction enzyme. Each membrane was hybridized with *CHK1*-specific probe, washed, and developed. (D and F) Quantitative measurement of *CHK1* gene expression. (G) Phenotypic assay of *CHK1* overexpression strains (WT strain [H99], *chk1*Δ mutant [KW191], *CHK1oe* strain [KW388 and KW399], *rad53*Δ mutant [YSB3785], and *CHK1oe rad53*Δ mutant [KW395 and KW396]) in response to DNA damage stress. (H) Phosphorylation of Chk1 was monitored through electrophoretic migration using anti-FLAG antibody. Cells containing Chk1-4xFLAG were grown to the mid-logarithmic phase and then exposed to MMS (0.02%) for 2 h. The cell extract was incubated at 30°C for 1 h with or without λ-phosphatase and phosphatase inhibitor. Download FIG S3, PDF file, 0.2 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The previous finding that Chk1 is phosphorylated by the Mec1 and Tel1 upstream kinases in S. cerevisiae (36, 37) and our data showing that *CHK1* overexpression did not restore DNA damage resistance in the *rad53*Δ mutant in C. neoformans led us to examine whether Chk1 undergoes phosphorylation in response to DNA damage stress in C. neoformans. In contrast to the results seen with Rad53, the electrophoretic mobility of Chk1 was not changed upon MMS treatment (see Fig. S3H in the supplemental material). This result indicates that Chk1 might not be phosphorylated or that the number of phosphorylated sites in Chk1 was not sufficiently abundant for detection by the electrophoretic mobility shift change.

As *CHK1* expression and protein production were regulated by Rad53 in C. neoformans, we constructed the *chk1*Δ mutant and its complemented strain to determine the function of Chk1 in the DNA damage stress response. The *chk1*Δ mutant was more susceptible to 4-NQO and MMS than the WT and the corresponding complemented strain (Fig. 4D). However, the *chk1*Δ mutant did not display increased susceptibility to cisplatin (Fig. 4D). Notably, although the *chk1*Δ mutant was generally less susceptible to DNA damage stresses than the *rad53*Δ mutant, the *chk1*Δ mutant exhibited a higher level of susceptibility to HU than the *rad53*Δ mutant (Fig. 4D). To unravel the redundant roles of Rad53 and Chk1, we constructed *rad53*Δ *chk1*Δ double mutants. Remarkably, the *rad53*Δ *chk1*Δ double mutants were much more susceptible to MMS, HU, 4-NQO, cisplatin, and gamma radiation than either single mutant (Fig. 4D). All these data suggest that Rad53 and Chk1 play redundant but discrete roles in genotoxic DNA stress response and adaptation.

Our transcriptome data revealed that a number of Bdr1-dependent radiation-responsive genes, including *RAD51*, *RAD54*, *RDH54*, *RIG1*, *RIG2*, and *RIG3* (25), were still inducible in the *rad53*Δ mutant, albeit to a much less extent than in the WT strain. Given that Chk1 and Rad53 played redundant roles in the genotoxic stress response, we quantitatively analyzed the expression patterns of *RAD51*, *RAD54*, *RDH54*, *RIG1*, *RIG2*, and *RIG3* in the *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ mutants compared with the WT strain with or without gamma radiation exposure. Unexpectedly, we found that the gamma radiation-mediated induction levels of these genes in the *rad53*Δ *chk1*Δ double mutant were similar to those in the *rad53*Δ mutant (Fig. 4E and F). This result implies that Chk1 controls the DNA damage response in a Rad53-independent manner.

### Bdr1 controls expression levels of genes involved in DNA repair system as a downstream factor of Rad53 but not Chk1.

We previously reported that *BDR1* expression is controlled by Rad53 after gamma radiation exposure but that its induction is not completely abolished in the *rad53*Δ mutant (25), indicating that an upstream factor other than Rad53 controls *BDR1* expression during the DNA damage response. To test whether Chk1 might be one of the genes responsible for regulation of Bdr1, we measured *BDR1* induction after gamma radiation exposure in the *chk1*Δ and *rad53*Δ *chk1*Δ mutants. The *BDR1* induction levels were equivalent in the *rad53*Δ and *rad53*Δ *chk1*Δ mutants (Fig. 5A), indicating that *BDR1* expression is regulated by Rad53 but not by Chk1. These data further confirm that Chk1 and Rad53 have separate functions.

**FIG 5:**
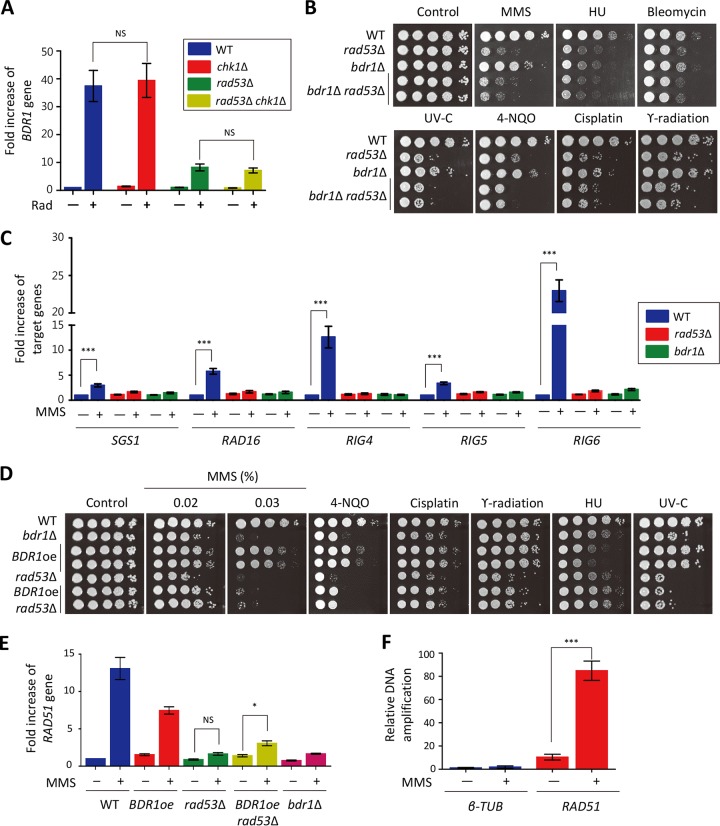
Bdr1 is a bona-fide transcription factor downstream of Rad53 in C. neoformans. (A) Expression levels of *BDR1* in the WT strain and *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ mutants. Quantitative RT-PCR analysis was performed using cDNA synthesized from total RNA of WT H99, *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ mutants with or without gamma radiation exposure. Error bars indicate standard errors of the means. (NS, not significant). (B and D) C. neoformans strains (WT [H99], *rad53*Δ [YSB3785], *bdr1*Δ [KW137], *rad53*Δ *bdr1*Δ [KW190 and KW238], *BDR1*oe [KW198 and KW199], and *BDR1*oe *rad53*Δ [KW242 and KW243]) were grown in liquid YPD medium overnight at 30°C, serially diluted (1 to 10^4^), and then spotted on YPD plates containing the indicated concentration of DNA damage agents (in panel B, MMS [0.015%], HU [90 mM], bleomycin [2 µg/ml], 4-NQO [0.075 µg/ml], and cisplatin [1 mM]; in panel D, HU [90 mM], 4-NQO [0.075 µg/ml], and cisplatin [1 mM]). For UV-C and gamma radiation resistance tests, the serially diluted strains spotted on the solid YPD medium were exposed to UV (10 mJ/cm^2^ [C] or 12.5 mJ/cm^2^ [C]) or gamma radiation (0.5 kGy). (C) Expression levels of Rad53-dependent genes in the WT strain and the *rad53*Δ and *bdr1*Δ mutants. The qRT-PCR analysis was performed using cDNA synthesized from total RNA of WT H99 and the *rad53*Δ and *bdr1*Δ mutants with or without MMS treatment. Error bars indicate standard errors of the means. (***, *P < *0.0001). (E) Overexpression of *BDR1* induced expression of *RAD51* upon MMS treatment. Quantitative RT-PCR analysis was performed using cDNA synthesized from total RNA of WT H99, *BDR1oe* (KW198), *rad53*Δ (YSB3785), *BDR1*oe *rad53*Δ (KW242), and *bdr1*Δ (KW137) with or without MMS treatment (1 h). Error bars indicate standard errors of the means. Asterisks indicate statistical significance of difference (*, *P < *0.05; NS, not significant). (F) ChIP-qPCR was performed using the Bdr1-4xFLAG strain with three biological replicates. β-Tubulin was used as the negative control. Error bars indicate standard errors of the means. (***, *P < *0.0001). Three independent biological experiments with duplicate technical replicates were performed in experiments whose results are presented in this figure. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test.

To further demonstrate that Bdr1 lies downstream of Rad53, we constructed two independent *rad53*Δ *bdr1*Δ double mutants. The *rad53*Δ *bdr1*Δ double mutants were as susceptible to all DNA damage agents as the *rad53*Δ mutant (Fig. 5B), indicating that Bdr1 is a transcription factor downstream of Rad53. To further support this finding, we monitored MMS-mediated induction of 19 of the 54 Rad53-dependent genes, including *SGS1*, *RAD16*, *RIG4*, *RIG5*, and *RIG6*, in the *bdr1*Δ mutant (Fig. 5C and Fig. S4). In agreement with the RNA-seq data, expression of all of the 19 genes was significantly induced by MMS treatment in the WT strain, but their induction was much reduced to similar degrees in the *bdr1*Δ and *rad53*Δ mutants. These results indicate that Bdr1 controls the majority of Rad53-dependent genes during DNA damage stress. Given that *BDR1* expression is mainly controlled by Rad53, we hypothesized that *BDR1* overexpression may restore the resistance of the *rad53*Δ mutant to DNA damage stresses. To test this, we generated constitutive *BDR1* overexpression strains in the *rad53*Δ mutant background (see Fig. S5 in the supplemental material). *BDR1* overexpression partially restored the resistance of the *rad53*Δ mutant to MMS, 4-NQO, cisplatin, and gamma radiation but not to HU and UV-C (Fig. 5D). Supporting this, we found that *BDR1* overexpression also weakly restored *RAD51* induction in the *rad53*Δ mutant (Fig. 5E). To demonstrate that Bdr1 directly binds to the *RAD51* promoter, we performed chromatin immunoprecipitation (ChIP)-qPCR analysis. We found that direct binding of Bdr1 to the *RAD51* promoter was strongly induced by MMS treatment (Fig. 5F). Taking the results together, Bdr1 is a bona-fide transcription factor downstream of Rad53 and regulates a subset of Rad53-dependent genes for DNA damage response and adaptation.

10.1128/mBio.01726-18.5 FIG S4 Bdr1 controls expression levels of a majority of Rad53-dependent genes. Total RNA was isolated from cells treated with MMS (0.02%) for 1 h or left untreated. The qRT analysis was performed with gene-specific primers using cDNA synthesized from the total RNA. Duplicate technical experiments with three biological samples were performed. Statistical significance was determined using Bonferroni’s multiple-comparison test. Error bars indicate standard errors of the means. Asterisks indicate the statistical significance of differences in the fold change of target genes (***, *P < *0.001). Download FIG S4, PDF file, 0.1 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.01726-18.6 FIG S5 Construction of *BDR1* overexpression strains in the *rad53*Δ mutant. (A) Diagram for construction of the *BDR1* constitutive overexpression strain. (B) The correct genotype of each deletion mutant was verified by Southern blot analysis using genomic DNA digested with the indicated restriction enzyme. The membrane was hybridized with *BDR1*-specific probe, washed, and developed. (C) Quantitative measurement of *BDR1* gene expression in the *rad53*Δ mutant. Download FIG S5, PDF file, 0.1 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Rad53 and Chk1 cooperatively regulate virulence in C. neoformans.

We next addressed the role of the DNA damage pathway in the virulence of C. neoformans using a murine model of systemic cryptococcosis. Before we conducted the *in vivo* virulence assay, we confirmed that *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ mutants exhibited WT levels of growth at a host physiological temperature (37°C) (see Fig. S6A in the supplemental material). We found that the survival rate of mice infected with the *bdr1*Δ mutant strain was indistinguishable from that of mice infected with the WT strain or the *bdr1*Δ+*BDR1* strain (Fig. 6A). Mice infected with the *rad53*Δ or *chk1*Δ mutant also showed a survival rate similar to that of mice infected with WT strain and the corresponding complemented strains (Fig. 6B). Given that Rad53 and Chk1 play redundant and discrete roles in DNA damage response and adaptation, we monitored the survival rate of mice infected with the *rad53*Δ *chk1*Δ double mutant strain compared with that of mice infected with each single mutant. Notably, *rad53*Δ *chk1*Δ double mutants exhibited attenuated virulence compared with the WT strain and the *rad53*Δ and *chk1*Δ single mutants (Fig. 6C). These data indicate that Rad53 and Chk1 cooperatively regulate virulence of C. neoformans.

**FIG 6:**
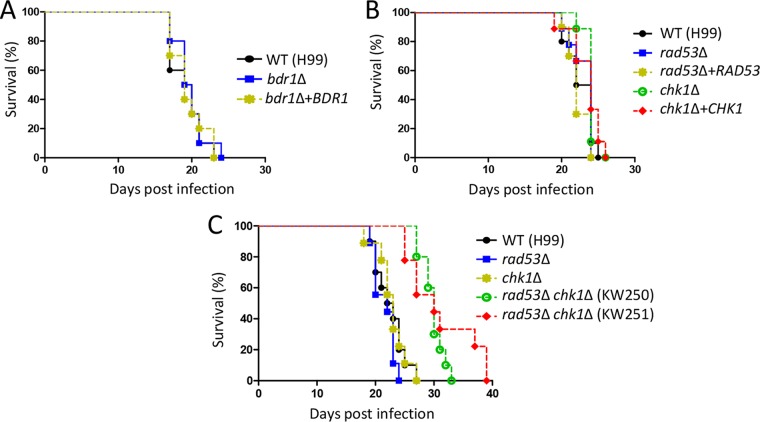
Rad53 and Chk1 promote the virulence of C. neoformans. A/Jcr mice were infected with 5 × 10^5^ *Cryptococcus* cells (in panel A, WT H99, *bdr1*Δ [KW137], and *bdr1*Δ+*BDR1* [KW193]; in panel B, WT H99, *rad53*Δ [YSB3785], *rad53*Δ+*RAD53* [KW1], *chk1*Δ [KW191], and *chk1*Δ+*CHK1* [KW355]; in panel C, WT H99, *rad53*Δ [YSB3785], *chk1*Δ [KW191], and *rad53*Δ *chk1*Δ [KW250 and KW251]) by intranasal instillation. Survival was monitored for 39 days postinfection. The survival curve was statistically analyzed by log rank (Mantel-Cox) test. *P > *0.05 for WT H99 versus strain *bdr1*Δ (A); *P > *0.05 for WT H99 versus strain *rad53*Δ and WT H99 versus strain *chk1*Δ (B); *P > *0.05 for WT H99 versus strain *rad53*Δ and WT H99 versus strain *chk1*Δ, *P < *0.0001 for WT H99 versus strain *rad53*Δ *chk1*Δ (KW250), and *P = *0.0002 for WT H99 versus strain *rad53*Δ *chk1*Δ (KW251) (C).

10.1128/mBio.01726-18.7 FIG S6 The role of the DNA damage response pathways in virulence factor production. (A) Each strain was incubated in liquid YPD medium overnight at 30°C. Cells were 10-fold serially diluted (1 to 10^4^) and then spotted (3 µl) on YPD plates. The plates were incubated at 30°C or 37°C for 1 to 3 days. Cells were photographed daily. (B) Qualitative assay of capsule production in DNA damage response pathway mutants. Strains were cultured in solid-agar-based DMEM at 37°C for 2 days. After incubation, cells were stained by the use of India ink and observed under a microscope (Olympus BX51). (C) Each C. neoformans strain was grown at 30°C overnight and spotted onto solid Niger seed medium containing the indicated concentration of glucose. Cells were further incubated at 30°C for 1 to 2 days and photographed with a digital camera. Download FIG S6, PDF file, 0.3 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Chk1 is involved in phagosome maturation within macrophage phagocytizing C. neoformans.

C. neoformans modulates the milieu of the phagosome environment such that phagosome maturation or phagolysosome formation is blocked (38). Destruction of pathogens within phagosomes by phagocytic cells such as macrophages is a basic innate immunity mechanism of mammalian hosts, blockade of which is therefore one of virulence attributes of this fungus. Based on the roles of Rad53 and Chk1 in the virulence of C. neoformans, we examined whether mutation of *RAD53* and/or *CHK1* would result in an alteration of this capacity of the fungus. The WT strain and the *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ double mutants were cocultured with the J774A.1 macrophage cell line. To monitor the acidification of phagosomes, LysoTracker Green DND-26 was added to the culture media. Under conditions of phagosome maturation, phagosomes with *Cryptococcus* turn green, and a green ring signal of LysoTracker is observable (left panel in Fig. 7A); on the other hand, if phagosome maturation is blocked or arrested, no green ring signal around *Cryptococcus* cells can be observed in the phagosomes (right panel in Fig. 7A). Phagosomes containing the WT strain exhibited a low overall level of phagosome maturation (81% nonmatured phagosomes versus 19% matured phagosomes, *n* = 85) (Fig. 7B). Lack of *RAD53* did not appear to affect the phagosome blockade attribute, where 23% of phagosomes with the *rad53*Δ mutants underwent phagosome maturation, a result not significantly different from that seen with the WT strain (*n* = 49, *P = *0.69). Phagosomes containing the *chk1*Δ mutants, however, exhibited a higher maturation ratio (31% of cells, *n* = 64, *P = *0.034) than was seen with the WT strain. Phagosomes containing each *rad53*Δ *chk1*Δ double mutant also exhibited higher maturation ratios than were seen with the WT strain (for KW250, 36%, *n* = 50, *P = *0.017; for KW251, 39%, *n* = 86, *P = *0.0053); however, the differences from the results seen with the *chk1*Δ single mutant were not significant (*P = *0.47 for KW250 and *P = *0.25 for KW251). In congruence with the phagosome maturation rate, the survival rates of each *rad53*Δ *chk1*Δ double mutant seen during interactions with macrophages were significantly lowered (*P = *0.0485 or *P = *0.081). These observations indicate that the virulence cooperatively regulated by Rad53 and Chk1 is associated with *Cryptococcus* blocking phagosome maturation and increasing survival during interactions with phagocytic cells.

**FIG 7:**
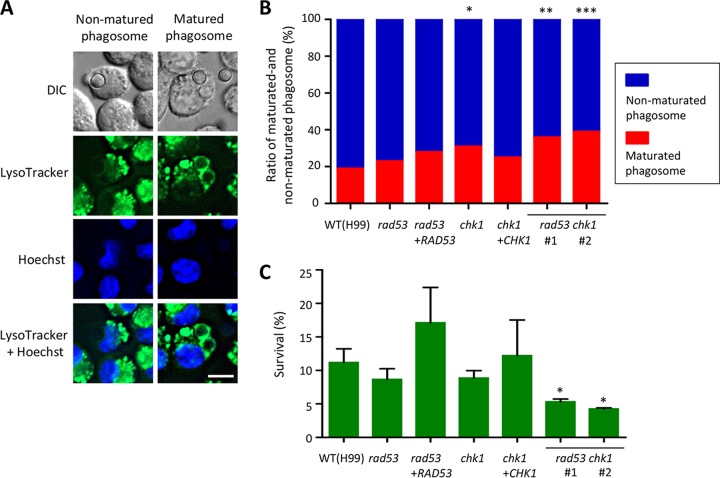
Chk1 inhibits phagosome maturation during phagocytosis of C. neoformans by macrophages. (A) C. neoformans WT H99 can block phagosome maturation upon phagocytosis by macrophages. In this experiment, approximately 80% macrophages containing H99 did not undergo maturation (left panels) based on LysoTracker staining for acidification of matured phagosomes. The rest of phagosomes (∼20%) exhibited LysoTracker-positive signaling, suggesting that phagosome maturation had occurred (right panels). This difference in the patterns of LysoTracker signaling on phagosomes with *Cryptococcus* was used to determine phagosome maturation with mutants *rad53*Δ, *chk1*Δ, and *rad53*Δ *chk1*Δ along with the WT strain. Scale bar = 10 µm. Numerical aperture = 0.75. (B) Phagosomes containing the *chk1*Δ and *rad35*Δ *chk1*Δ mutants showed a higher ratio of maturation than those containing WT. (*, *P* = 0.034; **, *P* = 0.017; ***, *P* = 0.0053.) (C) The *rad53*Δ *chk1*Δ mutants exhibit a lower ratio of survival than the WT strain (*, *P < *0.05) during interactions with macrophages.

### Rad53 and Chk1 play redundant roles in melanin biosynthesis and the oxidative stress response in C. neoformans.

To counteract the deleterious effects of the host immune system, C. neoformans produces various virulence factors, including capsule and melanin (39, 40). The fact that mice infected with *rad53*Δ *chk1*Δ double mutant strains showed attenuated virulence and higher phagosome maturation than each single mutant led us to examine whether DNA damage response effector kinases Rad53 and Chk1 are involved in the virulence factor production of C. neoformans. We found that the *mec1*Δ *tel1*Δ double mutant produced lower levels of capsule. However, the *rad53*Δ *chk1*Δ double mutants produced WT levels of capsule in both quantitative and qualitative capsule assays (Fig. 8A; see also Fig. S6B in the supplemental material). In contrast, *rad53*Δ *chk1*Δ double mutants exhibited reduced melanin production in both Niger seed and l-3,4-dihydroxyphenylalanine (l-DOPA) media. Particularly under high (0.3%)-glucose conditions, the *mec1*Δ *tel1*Δ and *rad53*Δ *chk1*Δ double mutants produced less melanin than either single mutant (Fig. 8B; see also Fig. S6C in the supplemental material). These data indicate that Rad53 and Chk1 play redundant roles in melanin production in C. neoformans.

**FIG 8:**
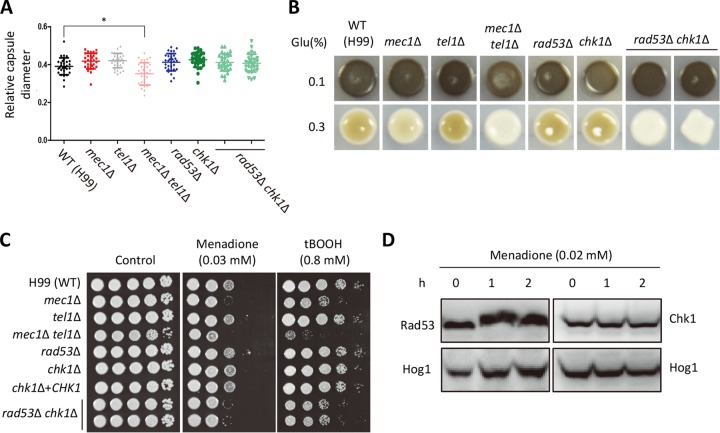
Rad53 and Chk1 cooperatively regulate melanin production and oxidative stress in C. neoformans. (A) Quantitative measurement of capsule production. Strains grown overnight at 30°C in liquid YPD medium were spotted in solid-agar-based DMEM, further incubated at 37°C for 2 days, scrapped, stained by India ink, and observed under a microscope (Olympus BX51). Relative capsule diameters were calculated as described in Materials and Methods and shown in the scatter plot. A total of 30 cells in each strain were measured for capsule production. For statistical analysis, three biologically independent experiments were performed. Statistical significance of difference was determined by one-way analysis of variance with Bonferroni’s multiple-comparison test. Asterisks indicate statistical significance of difference (*, *P < *0.05). (B) Each C. neoformans strain was grown at 30°C overnight and spotted onto solid l-DOPA medium containing 0.1% or 0.3% glucose. Cells were further incubated at 30°C and photographed using a digital camera 1 to 2 days postincubation. Glu, glucose. (C) Each strain (WT [H99], *mec1*Δ [YSB3611], *tel1*Δ [YSB3844], *mec1*Δ *tel1*Δ [KW480], *rad53*Δ [YSB3785], *chk1*Δ [KW191], *chk1*Δ+*CHK1* [KW355], and *rad53*Δ *chk1*Δ [KW250 and KW251]) was grown overnight at 30°C in liquid YPD medium, 10-fold serially diluted (1 to 10^4^), and then spotted (3 µl) on YPD plates containing the indicated concentration of oxidative stress inducers. Cells were further incubated at 30°C for 1 to 3 days and photographed daily. (D) WT Rad53-4xFLAG and Chk1-4xFLAG strains were treated with 0.02 mM menadione, and then total protein was extracted for immunoblot analysis. Rad53 phosphorylation and Chk1 protein levels were monitored in the separated gels using anti-FLAG antibody. The same blot was stripped and reprobed with polyclonal anti-Hog1 antibody for the loading control.

As melanin displays antioxidant activity, we tested whether Rad53 and Chk1 are also involved in oxidative stress responses without the involvement of melanin. The *rad53*Δ *chk1*Δ double mutants were more sensitive to menadione, which is a superoxide generator, and to *tert*-butyl hydroperoxide, which is an alkyl peroxide, than the WT strain (Fig. 8C). These results led us to monitor Rad53 phosphorylation and increases in Chk1 production during oxidative stress. Rad53 underwent phosphorylation in response to menadione, but the levels of Chk1 proteins did not change (Fig. 8D), indicating that Rad53 may play a role in oxidative stress responses. Taking the results together, Rad53 and Chk1 contribute to C. neoformans virulence by controlling melanin production and oxidative stress resistance during host infection.

### The DNA damage pathway is involved in antifungal drug resistance.

Amphotericin B (AmpB) and azoles are used for treatment of cryptococcosis as initial and maintenance therapeutic options, respectively (41). Particularly for AmpB, combination therapy with flucytosine is highly recommended for initial anticryptococcal therapy (42, 43). We hypothesized that Rad53- and Chk1-dependent pathways could be involved in flucytosine resistance because flucytosine inhibits DNA synthesis. Supporting that hypothesis, the *mec1*Δ *tel1*Δ double mutant was more susceptible to flucytosine than the WT strain and each single mutant (Fig. 9). Notably, the *chk1*Δ mutant, but not the *rad53*Δ mutant, exhibited increased susceptibility to flucytosine, indicating that Chk1 plays a major role in flucytosine resistance. However, as the *rad53*Δ *chk1*Δ double mutant was even more susceptible to flucytosine than the *chk1*Δ mutant (Fig. 9), Rad53 likely plays a minor role in flucytosine resistance. Similarly to flucytosine, the *mec1*Δ *tel1*Δ double mutant was more susceptible to AmpB than the WT strain and each single mutant (Fig. 9). Similarly, the *rad53*Δ *chk1*Δ mutant was more susceptible to AmpB than the WT strain and each single mutant. The *bdr1*Δ mutant was as resistant to AmpB as the WT strain (Fig. 9). In contrast to flucytosine and AmpB, the DNA damage pathway did not appear to be involved in azole drug resistance (Fig. 9). Taking the results together, the Rad53- and Chk1-dependent DNA damage pathways are involved in flucytosine and AmpB resistance of C. neoformans.

**FIG 9:**
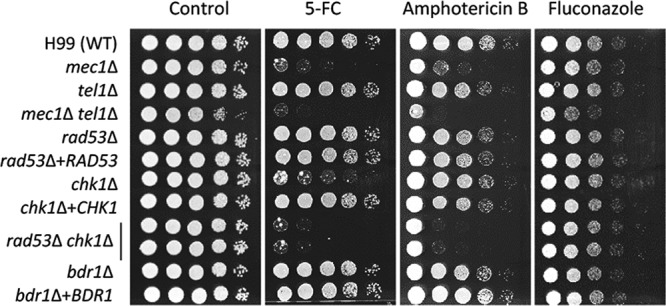
Rad53 and Chk1 play redundant roles in antifungal drug susceptibility. Each C. neoformans strain was cultured in liquid YPD medium at 30°C, 10-fold serially diluted (1 to 10^4^), spotted (3 µl) on YPD plate containing the indicated concentration of antifungal drugs (5-FC, 200 µg/ml; amphotericin B, 0.8 µg/ml; fluconazole, 16 µg/ml), and further incubated at 30°C for 1 to 3 days. Cells were photographed daily.

## DISCUSSION

In this study, we elucidated for the first time the complex regulatory mechanism of Rad53- and Chk1-dependent DNA damage response pathways in C. neoformans and the corresponding biological function in fungal pathogenicity and antifungal drug resistance (Fig. 10). Here we demonstrated that Rad53 and Chk1 play redundant and distinct roles in genotoxic stress. Transcriptome analysis revealed that Rad53 governs expression of a plethora of DNA damage repair genes. Most importantly, we demonstrated that Rad53 and Chk1 cooperatively control virulence of C. neoformans by modulating phagosome maturation upon phagocytosis by macrophage, melanin production, and oxidative stress responses. Furthermore, Rad53- and Chk1-dependent pathways are involved in antifungal drug susceptibility.

**FIG 10:**
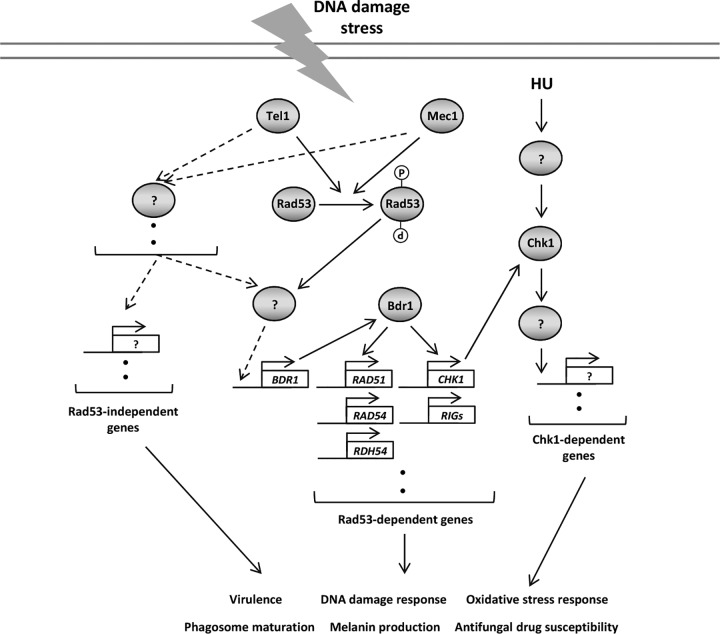
The proposed model of Rad53- and Chk1-dependent DNA damage response pathways in C. neoformans. C. neoformans has evolutionarily conserved and distinct DNA damage response pathways to counteract deleterious effects caused by DNA damage stresses. In response to exogenous or endogenous DNA damage, Mec1 and Tel1 kinases cooperatively phosphorylate Rad53 kinase. The activated Rad53 induces the expression of its downstream genes involved in DNA damage repair system, including Chk1 kinase, by inducing the expression of Bdr1 transcription factor. Chk1, which is another kinase downstream of PI3K, is mainly induced by the Mec1-Rad53 signaling pathway in response to DNA damage stress. Rad53 and Chk1 play both redundant and discrete roles in DNA damage response and adaptation, oxidative stress response, melanin production, antifungal drug susceptibility, phagosome maturation, and virulence in C. neoformans.

The DNA damage response pathway mediated by PI3K-like kinases is well conserved among fungal pathogens. Nevertheless, the functions of individual components appear to be divergent among fungi. In C. albicans, strains deleted of *MEC1* or *RAD53* genes exhibit increased susceptibility to DNA damaging agents (44, 45). However, a *CHK1* homolog (orf19.3751) appears to be essential for viability (Candida Genome Database). Although Ustilago maydis has Atr1 and Atm1 orthologs, Atr1 is nonessential and controls phosphorylation of Chk1 upon DNA damage stress, whereas Atm1 is essential for growth (46). Notably, in contrast to other fungal pathogens, U. maydis has only the Chk1 kinase, which plays critical roles in DNA damage response, cell cycle regulation, and virulence, and not the Chk2/Rad53-like kinase (47, 48). However, the fact that the *atr1*Δ mutant is more susceptible to DNA damage stress than the *chk1*Δ mutant indicates that another kinase(s) downstream of Atr1 counteracts DNA damage stress along with Chk1 in U. maydis. In contrast, the DNA damage response pathway of Fusarium graminearum is similar to that of C. neoformans. The PI3K-like kinases and their downstream kinases are not essential for viability, and the level of HU sensitivity in these F. graminearum mutants is similar to that in the corresponding C. neoformans mutants (49). Furthermore, *atr1*Δ *atm1*Δ and *chk1*Δ *chk2*Δ double mutants exhibited greater susceptibility to HU than any single mutant, as in C. neoformans. Taking the results together, the regulatory mechanisms of DNA damage response pathways in diverse fungal pathogens exhibit common and distinct features.

The unique finding in this study was that Chk1 induction is regulated by Rad53 in C. neoformans. Phosphorylation sites in other Rad53 orthologs, such as Cds1 in S. pombe and Chk2 in mammals, were previously identified (50–53). In S. pombe, threonine 11 in Cds1 is required for phosphorylation under conditions of HU treatment, whereas threonine 68 is required for radiation-induced phosphorylation (51, 53). Moreover, mutation of threonine 8 partially decreased Cds1 phosphorylation in response to HU and the *cds1*^T11A^ strain and the *cds1*Δ mutant showed different levels of sensitivity to HU, suggesting that the phosphorylation sites in Rad53 orthologs are redundant and distinct in response to DNA damage stress. Similarly, in mammals, ATM and ATR have overlapping and distinct phosphorylation sites in Chk2. Similarly to S. pombe Cds1, the Chk2 phosphorylation sites depend on DNA damage stress (52). Therefore, because Rad53 was not phosphorylated in the *mec1*Δ *tel1*Δ double mutant, C. neoformans Rad53 may also have Mec1-specific, Tel1-specific, and Mec1- and Tel1-redundant phosphorylation sites. Moreover, given that Chk1 induction in the *tel1*Δ mutant was similar to that in the WT strain, Mec1-dependent phosphorylation sites in Rad53 appear to be required for Chk1 induction. Therefore, Mec1- and/or Tel1-dependent phosphorylation sites in C. neoformans Rad53 and their responses to diverse DNA damage stress inducers need to be identified and characterized in future studies.

The most notable feature of the DNA damage response pathway in C. neoformans is the presence of the Bdr1 transcription factor, which is structurally and functionally divergent from other DNA damage-related transcription factors, such as Rfx1. The Rfx transcription factor is evolutionarily conserved as a regular factor X (RFX) DNA binding domain and has been well characterized in the eukaryotic kingdom (54, 55). The fungal Rfx1 orthologs are widely found in the ascomycetes fungi and are known to regulate DNA damage responses, cell cycle regulation, and yeast-hyphal growth (54, 56–58). However, C. neoformans does not have a transcription factor harboring an RFX domain. Instead, it is likely that the Bdr1 bZIP-domain transcription factor could be its functional ortholog in controlling DNA damage response (25). Nevertheless, the Bdr1-like transcription factor is not likely a conserved ortholog throughout the basidiomycetes species, because U. maydis has one *RFX1* ortholog but no Bdr1 ortholog. In addition to the structural differences between Bdr1 and Rfx1 orthologs, their regulatory mechanisms also appear to be distinct. In S. cerevisiae, Crt1 is phosphorylated by Dun1 kinase and is then dissociated from the DNA binding sites with an Ssn6-Tup1 corepressor complex upon DNA damage stress (59). In contrast, Bdr1 appears to be transcriptionally regulated because its basal level is very low under unstressed conditions but its expression is rapidly induced by DNA damage stresses. Supporting this, here we demonstrate that *BDR1* overexpression could partly restore the DNA damage resistance in the *rad53*Δ mutant and induce the expression of DNA damage response target genes, such as *RAD51*. Furthermore, because Crt1 acts as corepressor with the Ssn6-Tup1 complex, deletion of *CRT1* confers DNA damage resistance in S. cerevisiae (59). Similarly, mutation of *RFX2*, which encodes an Rfx1 paralog in C. albicans, increases UV irradiation resistance (57). The findings that Bdr1 positively regulates the expression of many DNA repair genes and that deletion of *BDR1* results in growth defects under conditions of DNA damage stress strongly indicate that Bdr1 promotes the DNA damage response and adaptation in C. neoformans, which is in stark contrast to other RFX-type transcription factors involved in fungal DNA damage responses.

Here we demonstrated that both the Rad53-dependent and Chk1-dependent pathways contribute to the pathogenicity of C. neoformans. Although the role of DNA damage response pathways in fungal pathogenicity has been also reported in other fungal pathogens, their modes of action appear to be different. In C. albicans, a dimorphic transition between yeast and hyphal forms in response to external signals is one of critical virulence factors (60). Interestingly, genotoxic stress induces a morphogenetic change from the yeast form to the filamentous form (45). Deletion of *RFX2* causes hyperfilamentous growth and thereby attenuates virulence in C. albicans (57). Similarly to C. albicans, morphogenetic changes such as production of infectious dikaryotic hypha are regulated by the cell cycle in U. maydis (61). The impaired cell cycle arrest caused by deletion of *CHK1* or *ATR1* leads to inappropriate formation of infective filament, which results in attenuated virulence (46, 48). Upon infection through the respiratory tract, C. neoformans encounters alveolar macrophages and is internalized through opsonic and nonopsonic phagocytosis. After internalization of cells, the phagosome, which is a single-membraned vesicle that contains C. neoformans, undergoes maturation. During this process, C. neoformans is exposed to a harsh antimicrobial environment including such elements as the respiratory burst (oxidative burst) and addition of antimicrobial degrading enzymes (62). Consequently, inherent resistance against phagocytosis and phagosome maturation is an indispensable virulence attribute for C. neoformans. Interestingly, our data suggest that Chk1 is in part required for the survival of *Cryptococcus* inside macrophages, since mutation in *CHK1* enhanced phagosome maturation. Similarly, we demonstrated that the *rad53*Δ *chk1*Δ mutants showed a lower survival rate than the WT strain within the macrophage. In addition, we found that antioxidant effects such as melanin production mediated by the DNA damage pathway rather than DNA damage repair *per se* appeared to be critical for virulence in C. neoformans. Supporting this idea, *rad53*Δ, *chk1*Δ, and *bdr1*Δ mutants, which were not defective in melanin production, did not have attenuated virulence even though they exhibited severe growth defects in response to exogenous genotoxic stress. At this point, however, we cannot not exclude the possibility that proper DNA damage response and adaptation also contribute to the virulence of C. neoformans. We previously reported that the DNA damage response pathway could also be involved in morphogenetic transition of C. neoformans (26). *MEC1* and *TEL1* deletions enhance and reduce mating efficiency in C. neoformans, respectively, while *RAD53* deletion does not alter the mating response. These data imply that signaling components in the DNA damage pathway may independently contribute to morphogenetic transition of C. neoformans. In *Cryptococcus*, morphogenetic transition involving cell size change, such as titan cell formation, appears to be more important for virulence than transition involving cell shape change (63). A previous study revealed that strains with a deletion of *PCL103*, which encodes the cell cycle regulator G1 cyclin E, produce more titan cells (64). Therefore, the relationships among morphogenetic transition, DNA damage response pathways, and cell cycle regulation and its contribution to *Cryptococcus* pathogenicity should be further explored in future studies.

Finally, we demonstrated that the DNA damage response pathway affects antifungal drug resistance in C. neoformans. Recent increases in systemic and invasive mycoses and the emergence of antifungal-drug-resistant strains have become critical issues for public health, owing to the limited availability of antifungal drugs and their toxic side effects. Therefore, identification of novel antifungal drug targets is urgently needed. Our study data suggest that perturbation of the DNA damage response pathway may increase susceptibility to flucytosine and AmpB, the combination of which is widely used for initial anticryptococcal treatment. Chemogenomic analysis using an S. cerevisiae knockout library has revealed that diverse cellular processes, including nitrogen metabolism, cell cycle, and DNA repair, are involved in flucytosine resistance (65). It is thus likely that impaired DNA damage responses would increase the antifungal effect exerted by flucytosine. Our results showed that the Chk1-mediated pathway plays more critical roles in flucytosine resistance than the Rad53-mediated pathway. As the Rad53-dependent Bdr1 transcription factor is dispensable for flucytosine resistance, a Chk1-dependent transcription factor(s) should be responsible for such activity and needs to be identified and characterized in the near future. A recent study reported that AmpB treatment increased cellular ROS levels in S. cerevisiae and C. albicans, whereas treatment with fluconazole or flucytosine did not generate ROS (66). Supporting this, deletion of both *RAD53* and *CHK1* did not have an influence on resistance to cell membrane stresses exerted by SDS or fludioxonil, which are not involved in ROS production (data not shown). Therefore, we can speculate that increased ROS levels may further damage chromosomal DNA and that the effect can be further aggravated by impairment of the DNA damage response pathway. As Chk1 may not be directly used as an antifungal drug target due to its structural conservation, identification of another downstream or upstream target(s) of the Chk1-dependent DNA damage response pathway could be useful to develop novel antifungal drugs, particularly for combination therapy with AmpB and/or flucytosine.

## MATERIALS AND METHODS

More details of the materials and methods employed are provided in Text S1 in the supplemental material.

10.1128/mBio.01726-18.1 TEXT S1 Supplemental methods. Download Text S1, DOCX file, 0.03 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Ethics statement.

All animal experiments performed in this study were approved by the Committee on the Use and Care of Animals at the Republic of Korea Atomic Energy Research Institute (KAERI-IACUC-2017-018).

### Strains and growth conditions.

The C. neoformans strains used in this study are described in Table S2 in the supplemental material. Cells were cultured and maintained in YPD (yeast extract-peptone-dextrose) medium unless stated otherwise.

10.1128/mBio.01726-18.9 TABLE S2 Strains used in this study. Download Table S2, DOCX file, 0.03 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Construction of *Cryptococcus* mutant strains.

Genetic information for each gene was obtained from FungiDB (http://fungidb.org/fungidb/). Each gene deletion mutant was constructed in the C. neoformans serotype A H99S (WT) strain background using split marker/double-joint PCR (DJ-PCR) strategies (67, 68). All primers used in this study are listed in Table S3. In the first-round PCR, the 5′- and 3′-flanking regions of each gene were amplified using primer pairs L1/L2 and R1/R2, respectively, and H99 genomic DNA as the template. The nourseothricin acetyltransferase (*NAT*) selection marker was amplified using primers M13Fe and M13Re. In the second-round PCR, a fusion fragment that contains the 5′-flanking regions of the target gene and the *NAT* selection marker was amplified using primers L1/B1455. Another fusion fragment that harbors the 3′-flanking regions of the target gene and the *NAT* selection marker was amplified using primers R2/B1454. Then, the two DJ-PCR products were combined, precipitated onto 600 µg of gold microcarrier beads, and introduced into the H99S strain by biolistic transformation as previously described (67). To construct *rad53*Δ *chk1*Δ, *tel1*Δ *rad53*Δ, and *mec1*Δ *tel1*Δ double mutants, *CHK1*, *RAD53*, and *MEC1* gene disruption cassettes were similarly generated using DJ-PCR with primers listed in Table S3. A *CHK1*::*NEO* disruption cassette was introduced into the *rad53*Δ (YSB3785) mutant and *RAD53*::*NEO* and *MEC1*::*NEO* disruption cassettes were introduced into the *tel1*Δ (YSB3844) mutant by biolistic transformation. Stable transformants selected on YPD medium containing nourseothricin or G418 were initially screened by diagnostic PCR, and their correct genotype was confirmed using Southern blot analysis as previously described (69).

10.1128/mBio.01726-18.10 TABLE S3 Primers used in this study. Download Table S3, DOCX file, 0.03 MB. Copyright © 2019 Jung et al. 2019 Jung et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Western blot analysis.

Each 4xFLAG tagging strain was grown in liquid YPD medium for 16 h at 30°C and subcultured in fresh liquid YPD medium at 30°C until the optical density at 600 nm (OD_600_) of the culture medium reached approximately 0.8. A portion of the cell culture was collected for the zero-time sample, and the remaining culture was treated with DNA damage agents such as MMS (0.02%), 4-NQO (0.15 µg/ml), and bleomycin (3 µg/ml) for the indicated amount of time. To monitor Rad53 phosphorylation levels, a primary mouse anti-FLAG antibody (F3165; Sigma) and a secondary anti-mouse IgG horseradish peroxidase-conjugated antibody (SC-2013; Santa Cruz Biotechnology) were used. To monitor Hog1 protein levels as the loading control, a primary rabbit polyclonal Hog1 antibody (SC-9079; Santa Cruz Biotechnology) and a secondary anti-rabbit IgG horseradish peroxidase-conjugated antibody (A6154; Sigma) were used. The membrane was developed using an ECL system (ChemiDoc Imaging system; Bio-Rad). For λ-phosphatase assay, the Rad53-4xFLAG strain was grown in YPD medium at 30°C overnight and subcultured into 200 ml fresh YPD medium with an inoculum at an OD_600_ of 0.2 and further incubated for 5 h at 30°C until the OD_600_ reached approximately 0.8. Next, 100 ml of the culture was collected for the zero-time control and the remaining culture was treated with MMS (final concentration, 0.02%) and further incubated for 2 h at 30°C. The collected cells were divided into two halves. One half was disrupted in lysis buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 0.5 mM EDTA, and 0.5% Triton X-100 supplemented with protease inhibitor cocktail [Invitrogen] and phenylmethylsulfonyl fluoride [PMSF]) with phosphatase inhibitor cocktail (Sigma), and the other half was disrupted in the same lysis buffer without phosphatase inhibitor cocktail (Sigma) using a bead beater (Precellys) for 6 cycles (30 s homogenization with 3 min in ice). The protein extracted from each sample was incubated with PMP buffer (50 mM HEPES [pH 7.5], 100 mM NaCl, 2 mM dithiothreitol [DTT], 0.01% Brij 35, 1 mM MnCl_2_) and 800 units of λ-phosphatase (New England BioLabs) for 1 h at 30°C.

### RNA-seq and data analysis.

Poly(A) mRNA was purified using oligo(dT) magnetic beads (Qiagen, Germany) from total RNA isolated as described above and was disrupted into short fragments. Double-stranded cDNA fragments were synthesized with sequencing adaptors using a TruSeq stranded mRNA prep kit (Illumina). Next, the library was subjected to paired-end sequencing (2 × 150 bp) using an Illumina NextSeq500 platform. The raw reads were first preprocessed by trimming the adaptors and short (less than 36 bp) sequences, and duplicates and ambiguous nucleotides were eliminated using Trimmomatic (70). Reads from individual samples were aligned to the C. neoformans genome sequence using Bowtie with default parameters (71). Transcript abundances quantified in reads per kilobase per million (RPKM) were estimated using RNA-seq by expectation maximization (RSEM) (72). 

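In the deposited files, the number of genes with any count lay between 2835 and 3123 in the basal libraries and between 3563 and 3864 in the irradiated libraries. Every gene with any count also had an FPKM of at least 0.3, so at this depth only the minimum of 5 counts removed genes. Between 1069 and 1129 genes in the basal libraries and between 1425 and 1548 in the irradiated libraries had at least 5 expected counts. Requiring this in at least 2 of the 8 libraries left 1700 of the 6962 genes listed, or 24.4%.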

The threshold of expression was set to 0.3 RPKM, and genes mapped with fewer than five reads were also eliminated (73). To identify the differential expression patterns of transcripts, the trimmed mean of M-values (TMM)-normalized fragments per kilobase per million (FPKM) {calculated as total exon fragments/[mapped reads (millions) × exon length (in kilobases)]} matrix was used for generating heatmaps in the R programming environment. The read counts calculated by RSEM were used for the identification of differentially expressed genes (DEGs) using EdgeR (74). DEG identification data were set as 2-fold changes with a false-decrease rate of <0.01. The analyses were done using in-house scripts and R packages.

### Virulence assay.

For infection, each strain (WT [H99], *rad53*Δ [YSB3785], *rad53*Δ+*RAD53* [KW1], *chk1*Δ [KW191], *chk1*Δ+*CHK1* [KW355], *rad53*Δ *chk1*Δ [KW250 and KW251], *bdr1*Δ [KW137], and *bdr1*Δ+*BDR1* [KW193]) was cultured in YPD liquid medium at 30°C for 16 h. After incubation, cells were pelleted by centrifugation and washed three times in phosphate-buffered saline (PBS). Cells were adjusted to 10^7^ cells/ml in sterile PBS. A/Jcr female mice (7 weeks of age; 9 or 10 mice per group) anesthetized by intraperitoneal injection of 2,2,2-tribromoethanol (Avertin) were infected via intranasal instillation with 50 µl of cells (5 × 10^5^ cells). Mice were daily checked for signs of morbidity (extension of cerebral portion of the cranium, abnormal gait, paralysis, seizures, convulsion, or coma) and their body weight. Animals exhibiting signs of morbidity or weight loss were sacrificed by administration of CO_2_. The log rank (Mantel-Cox) test was used for analyzing statistical differences between survival curves and calculating *P* values.

### Phagosome maturation assay.

J774 A.1 macrophage cell lines were cultured and maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco) containing 10% fetal bovine serum (Invitrogen) at 37°C in a 5% CO_2_ environment. The macrophage cells (1 × 10^6^/ml) were subcultured and placed in a glass-bottom 24-well plate at 24 h before fungal challenges. The medium was replaced with fresh medium containing *Cryptococcus* cells (1 × 10^6^/ml) and LysoTracker Green DND-26 (0.6 μM) and Hoechst 33342 (800 ng/ml). After 30 min, maturation of phagosomes containing *Cryptococcus* cells was monitored by using a Zeiss Axio Observer D1 system with filters for enhanced green fluorescent protein (eGFP)/fluorescein isothiocyanate (FITC)/Alexa 488 and DAPI (4′,6-diamidino-2-phenylindole)/Hoechst (Zeiss). Phagosomes containing *Cryptococcus* cells were randomly selected, and the levels of matured and nonmatured phagosomes were determined by LysoTracker signal analysis. To measure the survival rates of each strain during interactions with macrophages, opsonized *Cryptococcus* cells were cocultured with J774A.1 macrophages at a multiplicity of infection (MOI) of 20:1 for 24 h at 37°C in a 5% CO_2_ environment. After centrifugation at 3,500 rpm for 5 min, media were replaced with double-distilled water (ddH_2_O) to lyse macrophage cells for 5 min. The obtained *Cryptococcus* cells were diluted and spread onto YPD agar, and CFU counting was performed. As a control, each *Cryptococcus* strain was incubated in the tissue culture media without macrophages for 24 h at 37°C in a 5% CO_2_ environment and CFU levels were measured, which served as a reference to calculate the survival rate. The significance of differences in the ratios of matured phagosomes to nonmatured phagosomes and in the rates of survival of mutants and WT cells was determined by Bonferroni’s multiple-comparison tests. Before coculture with macrophages, all *Cryptococcus* cells were opsonized with human serum or anti-GXM antibody for 1 h at 37°C.

### Data availability.

The RNA-seq data generated by this study are available at Gene Expression Omnibus (GEO accession no. GSE117227). We will provide any materials used in this study upon request.

# Supplementary material for: Rad53- and Chk1-Dependent DNA Damage Response Pathways Cooperatively Promote Fungal Pathogenesis and Modulate Antifungal Drug Susceptibility
**Source:** mBio. 2019 Jan 2;10(1):e01726-18. doi: 10.1128/mBio.01726-18
**Supplement:** TEXT S1

**Text S1. Supplemental methods**

**Construction of *BDR1* or *CHK1* overexpression strains.** To construct constitutive gene overexpression strains, the native promoter of each gene was replaced with the histone H3 promoter using an amplified homologous recombination cassette. To generate *BDR1* overexpression strains, we generated *P_H3_:BDR1* replacement cassettes, as previously described ([1](#_ENREF_1)) and introduced them into *C. neoformans* by biolistic transformation. To construct the *CHK1* overexpression strain, B4329/J206 and J207/B4334 primer pairs were used for amplification of its 5’-flanking and 5’-coding regions, respectively, in the first round PCR. The *NEO-H3* promoter region was amplified using the B4017/B4018 primer pair. Next, the 5’-and 3’-regions of *P_H3_:CHK1* replacement cassettes were amplified by DJ-PCR using primer pairs B4329/B1887 and B4334/B1886, respectively. The *NEO*-marked H3 promoter replacement cassettes were introduced into the native promoter region of *CHK1* in the wild-type and *rad53*∆ (YSB3785) mutant strains (see Fig. S3C in the supplemental material). Stable transformants selected on YPD medium containing G418 were screened by diagnostic PCR. Next, the correct genotype of selected transformants was verified by Southern blot analysis, as previously described ([2](#_ENREF_2)). The constitutive overexpression of *BDR1* and *CHK1* was confirmed by qRT-PCR analysis using gene-specific primers, listed in Table S2.

**Construction of *RAD53* and *CHK1* complemented strains and Rad53-Gfp strain.** To confirm the phenotypes observed in *rad53*∆ and *chk1*∆ mutants, we constructed the corresponding complemented strains as follows: For the *rad53*∆+*RAD53* complemented strain, the genomic fragment of *RAD53* gene containing its promoter, ORF, and terminator was amplified by PCR using primers B6977 and B6978 (containing HindIII site) and H99 genomic DNA as the template. Next, the PCR-amplified gene product was cloned into the plasmid pTOP–V2 (Enzynomics) to produce pTOP–RAD53. After confirming the DNA sequence of the *RAD53* insert, it was sub-cloned into the pJAF12 plasmid containing NEO-selection marker to produce pJAF12-RAD53. The NsiI-digested linearized pJAF12-RAD53 was re-integrated into the native *RAD53* locus of the *rad53*∆ mutant (YSB3785) by biolistic transformation. The correct insertion of *RAD53* gene was confirmed by diagnostic PCR using primers B2572 and B2577. For the *chk1*∆+*CHK1* complemented strain, a genomic DNA fragment of the *CHK1* gene harboring its promoter, ORF, and terminator was amplified by PCR using primers B6993 and B6994 containing NotI site. Next, the PCR-amplified *CHK1* gene product was cloned into pGEM -T-Easy vector (Promega) to produce pGEM-CHK1. After confirming the DNA sequence, the *CHK1* insert was sub-cloned into the plasmid pJAF12 to produce pJAF12-CHK1. The MfeI-digested and linearized pJAF12-CHK1 was introduced into the native locus of *CHK1* in the *chk1*Δ mutant (KW191) by biolistic transformation. The correct insertion of *CHK1* gene was confirmed by diagnostic PCR. To elucidate the cellular localization of Rad53, we constructed *rad53*∆+*RAD53-GFP* strain as follows. The terminator region of *RAD53* (RAD53t) was PCR-amplified using primers J85 (containing SacII site) and J68. The GFP region was PCR-amplified using primers containing a glycine-serine linker with SacII and HindIII sites and pACT-HOG1fGFP (YSBE142) as the template. These PCR products were combined and used for overlap PCR with primers J84 and J85. Next, the PCR product was cloned into a pGEM-T-Easy vector (Promega) to produce pGEM-GFP-RAD53t and confirmed by DNA sequencing. The promoter-ORF region of *RAD53* (*RAD53PE*) was PCR-amplified using primers B6977 and J67 containing HindIII site with pTOP-RAD53 as the template, and then cloned into pGEM-T-Easy vector to produce pGEM-RAD53PE. After confirming the insert sequence, the HindIII-digested RAD53PE was sub-cloned into pGEM-GFP-RAD53t to construct the pGEM-RAD53PE-GFP-RAD53t plasmid. The SacII-digested RAD53PE-GFP-RAD53t was sub-cloned into pJAF12 to generate pJAF12-RAD53-GFP. The NsiI-digested and linearized pJAF12-RAD53-GFP was transformed into *rad53*∆ mutant (YSB3785) by biolistic transformation. Re-integration of the *RAD53*-*GFP* gene into its native locus was confirmed by diagnostic PCR using B2577 and B6986 primers.

**Construction of *RAD53*^KD^ (*RAD53*^K230N D341A^) strains.** The kinase-dead *RAD53* mutants (K230N and D341A) were constructed as follows: To substitute lysine 230 for asparagine in *RAD53*, pTOP-*RAD53*^K230N^ was amplified by PCR using AccuPrime Pfx DNA polymerase (Thermo Fisher Scientific) with J248 and J249 primers and pTOP-RAD53 as the template, and subsequently digested with DpnI at 37ºC for 3 h for removing pTOP-RAD53. The DpnI-digested reaction mixture was introduced into competent cells by transformation and positive clones were screened and confirmed by DNA sequencing. To replace aspartate 314 with alanine, pTOP-RAD53^K230N D341A^ was amplified by PCR using J250 and J251 primers and pTOP-*RAD53*^K230N^ as the template, digested with DpnI at 37ºC for 3 h for removing pTOP-RAD53^K230N^. The DpnI-digested reaction was introduced into competent cells by transformation and positive clones were screened and confirmed by DNA sequencing. The HindIII-digested *RAD53*^K230N D341A^ insert was sub-cloned into the plasmid pJAF12 to generate pJAF12-RAD53^KD^. To construct *RAD53^KD^* mutants, the NsiI-digested linearized pJAF12-RAD53^KD^ was introduced into *rad53*∆ mutant (YSB3785) by biolistic transformation. The targeted or ectopic integration of the *RAD53^KD^* allele into the *rad53*∆*::NAT* allele was confirmed by diagnostic PCR, and expression of the mutated *RAD53* gene was confirmed by qRT-PCR analysis using *RAD53*-specific primers J212 and J213.

**Construction of Rad53-4xFLAG, Chk1-4xFLAG, and Bdr1-4xFLAG strains.** We constructed the Rad53-4xFLAG strain as follows. In the first round PCR, three separate PCR products were generated. The 3’-exon region of *RAD53* was amplified using primers B6921 and B6922 and H99 genomic DNA as the template. The *4xFLAG-HOG1ter-NEO* fragment was amplified using primers B354 and B6567 and the plasmid pNEO-4xFLAGht as the template ([3](#_ENREF_3)). The 3’-flanking region of *RAD53* was amplified using primers B6923 and B2575 and the H99 genomic DNA as the template. In the second round PCR, a fusion fragment including the 3’-exon region of *RAD53* and 5’-split region of the *4xFLAG-HOG1ter-NEO* fragment was amplified using primers B6921 and B1886 and the combined first round PCR products as template. A fusion fragment containing the 3’-split region of the *4xFLAG-HOG1ter-NEO* fragment and the 3’-flanking region of *RAD53* gene was amplified using primers B2575 and B1887 and the combined first round PCR products as template. The two DJ-PCR products were mixed and introduced into the H99 strain by biolistic transformation. We constructed Chk1-4xFLAG strains as follows. First, we amplified the following three fragments by PCR. The 3’-exon region of *CHK1* was amplified using a primer pair J72/J73 and the H99 genomic DNA as a template. Primers B354 and B6567 were used to amplify the *4xFLAG-HOG1ter-NEO* fragment. The 3’-flanking region of *CHK1* gene was amplified using primer pair J74/B4332 and H99 genomic DNA as the template. We then amplified a fusion fragment containing the 3’-exon region of *CHK1* and 5’-split region of the *4xFLAG-HOG1ter-NEO* fragment using primers J72 and B1886, and a fusion fragment containing the 3’-split region of the *4xFLAG-HOG1ter-NEO* fragment and the 3’-flanking region of *CHK1* using primers B4332 and B1887 with the combined first round PCR fragments as template. The two split PCR products were mixed and introduced into the H99 strain by biolistic transformation. We constructed Bdr1-4xFLAG tagging strains as follows. The 3’-exon and flanking regions of *BDR1* and *4xFLAG-HOG1ter-NEO* fragments were amplified in the first round PCR. In the second round PCR, a fusion fragment containing the 5’-split region of the *4xFLAG-HOG1ter-NEO* fragment and the 3’-exon region of *BDR1,* and a fusion fragment containing the 3’-split region of the *4xFLAG-HOG1ter-NEO* fragment and the 3’-flanking region of *BDR1* were amplified using primer pairs J294/B1887 and J272/B1886, respectively, using the combined first round PCR products as template. The two split PCR products were mixed and introduced into the H99 strain by biolistic transformation. The targeted-integration of the *RAD53*-*4xFLAG*, *CHK1-4xFLAG*, and *BDR1-4xFLAG* alleles into the corresponding native C-terminal region of each locus was initially screened by diagnostic PCR and further verified using Southern blot analysis (see Fig. S1 in the supplemental material).

**Chemical sensitivity test and γ-radiation test.** Each *Cryptococcus* strain was cultured in liquid YPD medium for 16 h at 30°C and serially diluted (1 to 10^4^ dilutions) with sterilized dH_2_O. Three microliters of diluted cells were spotted onto a solid YPD medium containing the indicated concentration of the following chemicals: HU, MMS, bleomycin, cisplatin, and 4-nitroquionoline N-oxide (4-NQO) for genotoxic stress susceptibility test, and amphotericin B, fluconazole, and flucytosine for antifungal drug susceptibility test. For γ-radiation and UV-C resistance test, serially diluted cells (1 to 10^4^ dilutions) were spotted onto a solid YPD medium and then exposed to the indicated dose of γ-radiation or UV-C. The plates were further incubated at 30°C for 1-3 days and photographed daily.

**In vitro virulence factor production assay.** For capsule and melanin assays, *C. neoformans* cells were cultured overnight (16 h) at 30°C in a liquid YPD medium. For the melanin assay, 5 μl of cells was spotted on agar-based Niger seed and L-DOPA media, which contained the indicated concentration of glucose (0.1%, 0.2%, and 0.3%). The plates were incubated at 30°C and 37°C, monitored, and photographed daily. For the capsule assay, the cultured cells were spotted onto agar-based DMEM and further incubated at 37 °C. After incubation, cells were scrapped from the agar-based DMEM and resuspended in PBS stained with india ink (BACTIDROP^TM^; Remel, San Diego, CA). The stained cells were observed using Olympus BX51 microscope equipped with a SPOT Insight digital camera (Diagnostic Instruments Inc.). For quantitative measurement of capsule, the relative capsule diameter was determined by the following equation: (*D_w_*–*D_c_*) × *D_w_*, where *D_w_* and *D_c_* indicate the diameter of the whole cell body and the diameter of the cell body, respectively ([4](#_ENREF_4)).

**Total RNA extraction and quantitative RT-PCR.** To investigate downstream genes regulated by Rad53, total RNA was isolated from the wild type and *rad53*∆ mutant as follows: Strains were grown in 40 ml liquid YPD medium for 16 h at 30^o^C. Then, overnight culture was inoculated into 100 ml fresh YPD medium and adjusted to OD_600_=0.2. The cells were further incubated until OD_600_ reached approximately 0.6. Fifty milliliters of cells were pelleted for the zero-time sample and the remaining cells were exposed to γ-radiation (0.5 kGy). After γ-radiation exposure, cells were further incubated at 30^o^C for 30 min. Total RNA was isolated by the Trizol reagent (EasyBlue; Intron) as previously described ([5](#_ENREF_5)) and further purified using RNeasy spin column (Qiagen) according to the manufacturer’s protocol. To monitor relative expression of downstream genes controlled by Rad53, we conducted qRT-PCR analysis with gene-specific primers listed in Table S2 using CFX96 real-time PCR detection system (Bio-Rad). The cDNA was synthesized using PrimeScript^TM^ 1st strand cDNA synthesis kit (TAKARA) from total RNA extracted from the wild-type strain and *rad53*∆ mutant. Relative expression of the target genes was determined using 2^-∆∆Ct^ method, and statistical analyses were performed using one-way analysis of variance (ANOVA) with Bonferroni’s multiple-comparison test (GraphPad Software Inc.).

**Chromatin immunoprecipitation (ChIP) qPCR assay.** Cells harboring Bdr1-4xFLAG were cultured in liquid YPD medium for 16 h at 30^o^C. Next, cells were adjusted to OD_600_ of 0.2 in 100 ml of YPD and further incubated at 30^o^C until OD_600_ reached approximately 0.8. Fifty milliliters of cells were pelleted for the zero-time sample and the remaining cells were treated with MMS (0.02%) for 1 h. The procedures for cross-linking, cell lysis, and chromatin immunoprecipitation were carried out as previously described ([6](#_ENREF_6)).

**REFERENCES**

1. **Jung KW, Yang DH, Kim MK, Seo HS, Lim S, Bahn YS.** 2016. Unraveling Fungal Radiation Resistance Regulatory Networks through the Genome-Wide Transcriptome and Genetic Analyses of *Cryptococcus neoformans*. MBio **7**.

2. **Jung KW, Kim SY, Okagaki LH, Nielsen K, Bahn YS.** 2011. Ste50 adaptor protein governs sexual differentiation of *Cryptococcus neoformans* via the pheromone-response MAPK signaling pathway. Fungal Genet Biol **48:**154-165.

3. **So YS, Yang DH, Jung KW, Huh WK, Bahn YS.** 2017. Molecular Characterization of Adenylyl Cyclase Complex Proteins Using Versatile Protein-Tagging Plasmid Systems in *Cryptococcus neoformans*. J Microbiol Biotechnol **27:**357-364.

4. **Bahn YS, Hicks JK, Giles SS, Cox GM, Heitman J.** 2004. Adenylyl cyclase-associated protein Aca1 regulates virulence and differentiation of *Cryptococcus neoformans* via the cyclic AMP-protein kinase A cascade. Eukaryot Cell **3:**1476-1491.

5. **Ko YJ, Yu YM, Kim GB, Lee GW, Maeng PJ, Kim SS, Floyd A, Heitman J, Bahn YS.** 2009. Remodeling of global transcription patterns of *Cryptococcus neoformans* genes mediated by the stress-activated HOG signaling pathways. Eukaryot Cell **8:**1197-1217.

6. **Yang DH, Jung KW, Bang S, Lee JW, Song MH, Floyd-Averette A, Festa RA, Ianiri G, Idnurm A, Thiele DJ, Heitman J, Bahn YS.** 2017. Rewiring of Signaling Networks Modulating Thermotolerance in the Human Pathogen *Cryptococcus neoformans*. Genetics **205:**201-219.

# Supplementary material for: Rad53- and Chk1-Dependent DNA Damage Response Pathways Cooperatively Promote Fungal Pathogenesis and Modulate Antifungal Drug Susceptibility
**Source:** mBio. 2019 Jan 2;10(1):e01726-18. doi: 10.1128/mBio.01726-18
**Supplement:** TABLE S2

**TABLE S2. Strains used in this study**

Each *NAT-STM#* indicates the Nat^r^ marker with a unique signature tag.

**References**

1. **Perfect JR, Ketabchi N, Cox GM, Ingram CW, Beiser CL.** 1993. Karyotyping of *Cryptococcus neoformans* as an epidemiological tool. J Clin Microbiol **31:**3305-3309.

2. **Lee KT, So YS, Yang DH, Jung KW, Choi J, Lee DG, Kwon H, Jang J, Wang LL, Cha S, Meyers GL, Jeong E, Jin JH, Lee Y, Hong J, Bang S, Ji JH, Park G, Byun HJ, Park S, Park YM, Adedoyin G, Kim T, Averette AK, Choi JS, Heitman J, Cheong E, Lee YH, Bahn YS.** 2016. Systematic fungal analysis of kinases in the fungal pathogen *Cryptococcus neoformans*. Nat Commun **7:**12766.

3. **Jung KW, Yang DH, Kim MK, Seo HS, Lim S, Bahn YS.** 2016. Unraveling Fungal Radiation Resistance Regulatory Networks through the Genome-Wide Transcriptome and Genetic Analyses of *Cryptococcus neoformans*. MBio **7**.

# Supplementary material for: Rad53- and Chk1-Dependent DNA Damage Response Pathways Cooperatively Promote Fungal Pathogenesis and Modulate Antifungal Drug Susceptibility
**Source:** mBio. 2019 Jan 2;10(1):e01726-18. doi: 10.1128/mBio.01726-18
**Supplement:** TABLE S3

**TABLE S3. Primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

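The experiment measured mRNA in 8 libraries, 2 for each of 4 conditions: the WT strain and the *rad53*Δ mutant of *C. neoformans*, each under basal conditions and 30 min after 0.5 kGy of gamma radiation. The sample labels and the paper gave the conditions and the replicate numbers 1 and 2. By the paper's methods, the authors made stranded libraries from poly(A) RNA, sequenced them as 2 × 150 bp read pairs, trimmed them with Trimmomatic and removed duplicates, aligned them with Bowtie and estimated abundances with RSEM. The genome build, the software versions and the strand setting of RSEM are not named in the paper's text.

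For each library the authors deposited RSEM's expected count per gene, which is not normalized, for 6962 genes. The deposited TPM is scaled by effective length to a common total within a library. The deposited FPKM is scaled by effective length and by the library's fragments, without TMM. The deposited expected counts summed to between 127859 and 159331 per library, so 3 counts, the smallest number taken as detectable, correspond to between 18.8 and 23.5 CPM (counts scaled to a common library total). The biological coefficient of variation across the tested genes was 10.1% in edgeR's estimate.

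Expected counts were rounded to whole numbers. Genes with at least 5 expected counts and an FPKM of at least 0.3 in at least 2 libraries were kept (1700 genes). The counts were normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, with 1 mean per condition, all 8 libraries in the fit and no replicate block. Contrasts were tested with the quasi-likelihood F test and adjusted with the Benjamini-Hochberg method. Standard errors were derived from the log2 fold change and its F statistic. They are poorly determined where a condition has 0 counts, and none was derived where the F statistic was near 0 (between 18 and 109 genes per contrast). A gene passed with an adjusted p-value under 0.01 and a change of at least 2-fold, as in the paper's methods; counts at an unadjusted p-value under 0.05 follow the paper's text. The contrasts were radiation in each strain, the strains under basal conditions, the strains after radiation, and the difference between the strains' responses. The fits were tested on simulated data with 200 changed genes. The edgeR fit called 142 genes, all of them among the changed ones, or 71.0% of those, and DESeq2 called 102. The simulated changes were all at least 4-fold and lay in the WT irradiated libraries. All genes shared 1 dispersion, and the libraries had no difference in composition like that of the data. The simulation thus says nothing about changes between 2-fold and 4-fold or about the choice of normalization. The length offset was tested there with a constant length only, so that test says nothing about its effect.

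Group II and Group III were the WT radiation-regulated genes that were also higher or lower in the mutant under basal conditions past the same thresholds. Group IV was the remaining genes that rose in the WT strain and did not rise past the thresholds in the mutant, and Group I was the rest. The genes named are those the paper names in its text on the transcriptome or in its list of qRT-PCR primers, where the paper pairs them with an identifier, and from each of 3 contrasts the largest rises and falls past the thresholds, of which at most 2 unnamed identifiers in each direction are printed. That these come from the WT radiation contrast was decided after the values were seen, and the gene listed before *RIG6* was chosen for its counts and its position. *RIG1*, *RIG2*, *RIG3* and *ACT1* were not analysed here, because the materials used give them no identifier and no genome was used here. The test of repair-related words in product descriptions was not run for the same reason.

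The alternatives were DESeq2 1.42.0, edgeR's exact test, fits with only the 4 libraries of a contrast, DESeq2's size factors, library size alone, other gene filters, an offset for effective length, the replicate number as a block across strains or within strains, other thresholds, other rules for the groups, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each library in turn. For the groups under the block within strains, the basal contrast was taken from the fit without a block. They were set before the deposited files were examined, except a crossed pairing of replicate numbers and the use of the limma fits for numbers of genes; those fits had been set for single genes only. Part of the paper's Table S1 had been examined by then, with several cutoffs tried on it, and it prompted the length offset, the 4-fold threshold and the other Group IV rules.

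The deposited FPKM were compared with those of the first 1733 genes of Table S1; the rest of that table was not used here. For the tests on neighbouring genes, a minimum of 8 on the FPKM summed over the libraries of Table S1 was chosen after looking at the values. The 2 sets of FPKM were unrelated (Spearman correlations across genes between -0.08 and 0.09 per library). Comparisons with Table S1 used Python 3.11.15 with scipy 1.17.1.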

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

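The exchange of the strain labels, the numbers of genes with limma and the relation to neighbouring genes were tested only after the counts had been seen; the tests of library size and of the largest genes were set before their results were seen.

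In edgeR's interaction test, 86 genes had a difference between the strains' responses to radiation of at least 2-fold with an adjusted p-value under 0.01, 33 with a higher and 53 with a lower response in the *rad53*Δ mutant. The number depends on the test: it was 35 with DESeq2 and 3 with limma on log2(FPKM + 1) as well as on log2(FPKM + 0.1). On simulated data limma called 119 of the 200 changed genes, DESeq2 102 and edgeR 142. The exact test, which gives no value for the difference between responses, also made calls there (143). The simulation was thus of another contrast and does not tell how many genes each tool should call here. Leaving out the 10 genes with the largest counts summed over all libraries, before normalization, gave 85 genes, and thinning every library to the smallest total gave 79. TMM already trims such genes and the totals differ little, so these tests had little room to come out otherwise and rule out neither cause. A candidate explanation for part of it is that fragments of neighbouring genes were counted. Over the 428 tested genes in the part of Table S1 used here, the deposited difference between responses had Spearman correlations of 0.175 and 0.197 with the paper's difference for the genes just before and just after in identifier order, of 0.133 with the paper's difference for the gene itself, and between -0.119 and 0.13 with genes 2 to 50 places away. Such fragments would place a difference at another gene's identifier, and the test does not tell whether the deletion of *RAD53* is its source.

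*CHK1* differed between the strains by -1.57 on the log2 scale (adjusted p = 0.0072 from edgeR's interaction test), with a rise in the WT strain from 33 and 16 counts to 114 and 101. *RIG6* differed by 1.91 (adjusted p = 0.00013 from the same edgeR test), with a fall in the WT strain from 34 and 46 counts to 16 and 22. In DESeq2 the differences were -1.61 (adjusted p = 0.13) and 1.87 (adjusted p = 0.022), and for *CHK1* the adjusted p from limma on log2(FPKM + 1) was 0.19. The difference between strains kept its sign under library size alone, at -1.44 and 2.03, while the direction of *CHK1* in the mutant did not. That change of normalization moved the difference of *RAD53* by a similarly small amount, from 0.28 to 0.43. The sign of the difference thus had little room to change. Whether the counts on either gene come from its own transcript was not tested.

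*RAD53* had 31 and 20 counts in the *rad53*Δ irradiated libraries, 51 in all, against 3 and 8 in the WT irradiated libraries, although the gene is deleted in the mutant. The difference was 2.05 on the log2 scale (adjusted p = 0.0017 from edgeR, 0.13 from DESeq2). An exchange of the strain labels would have made *CHK1* rise more in the libraries labelled *rad53*Δ, and its difference of -1.57 goes the other way. By the same reasoning *RIG6*, which the paper also reports as induced in the WT strain and not in the mutant, would have risen more in the libraries labelled *rad53*Δ, and its difference of 1.91 goes that way. Both readings take the paper's statements as given, and the 2 genes point in opposite directions. Over the 428 tested genes, the log2 differences between the strains had Spearman correlations with those of Table S1 of 0.18 under basal conditions and 0.11 after radiation, against at most 0.13 in both for genes 2 to 50 places away, where an exchange would give negative values. The basal value thus goes against an exchange, and the irradiated value lies within the range of distant genes. Fragments from the flanks left in the deletion strain or from the opposite strand were not tested at this gene, so no explanation is favoured.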

How the results depend on the processing

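The alternatives to the processing were set before the data were examined, though after part of Table S1 had been seen, apart from a crossed pairing of replicate numbers, that gave 58 genes between the irradiated strains in place of 57, and the numbers of genes with limma on FPKM, both chosen after the data were seen. Across 162 comparisons of a number of genes with its value under an alternative, 121 stayed within 1.5 times and 41 did not. The cause of the changes was not tested unless a value is given for it.

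With DESeq2 in place of edgeR, 463 WT genes had an unadjusted p-value under 0.05, and the numbers past both thresholds were 133 in the WT strain, 257 in the mutant, 0 under basal conditions (88 at an unadjusted p-value under 0.05), 22 between the irradiated strains and 35 for the difference between responses; Group I had 108 genes and Group IV 25. On simulated data, which did not cover the difference between responses, DESeq2 also called fewer of the changed genes (102 against 142). With library size alone, the numbers were 570 in the WT strain and 737 in the mutant, with 442 genes in Group I, 3 in Group III and 125 in Group IV. With limma on log2(FPKM + 1) and log2(FPKM + 0.1), respectively, they were 350 and 286 in the WT strain, 520 and 449 in the mutant, 1 and 1 under basal conditions, 16 and 13 between the irradiated strains and 3 and 3 for the difference between responses, with 1 gene in Group II under both, and 91 and 68 in Group IV. At a 4-fold threshold they were 122 in the WT strain, 213 in the mutant, 0 under basal conditions (208 at an unadjusted p-value under 0.05), 12 between the irradiated strains, 13 for the difference between responses, 88 in Group I and 34 in Group IV. With only the 4 libraries of a contrast, 0 genes passed under basal conditions (172 at an unadjusted p-value under 0.05) and Group IV had 96. At an adjusted p-value under 0.05, 10 genes passed under basal conditions, and Group II had 1 gene and Group IV 103. Group II also had 1 gene with the exact test, and Group II and Group III had 1 each with all genes of at least 1 count. Counting all genes past the basal thresholds, Group II had 1 and Group III 3. Group IV had 18 genes when defined by a lower count in the irradiated mutant and 8 when defined by the difference between responses.

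With the replicate number as a block, the numbers past the thresholds were 274 in the WT strain, 415 in the mutant, 6 under basal conditions, 64 between the irradiated strains and 103 for the difference between responses, all within 1.5 times. The number of WT genes with a 2-fold change whatever their p was 668 and ranged from 668 to 725 across the 8 fits that each left out one library.

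For single genes, 574 comparisons were made: 498 kept their side of the threshold or moved by less than the replicate spread, 22 became weaker, 9 stronger and 30 moved by more than the spread. In 15 comparisons that kept all 8 libraries the direction reversed, each time with library size alone or with FPKM, which lack the TMM factors; TMM factors near 0.7 in basal and 1.4 in irradiated libraries shift these fold changes. With library size alone, FPKM + 1 and FPKM + 0.1, respectively, the log2 fold change of *RAD53* in the WT strain was 0.81, 0.73 and 0.79 in place of -0.07; that of *CHK1* in the mutant 0.87, 0.85 and 0.86 in place of -0.16; that of CNAG_07960 in the WT strain 0.67, 0.95 and 1.05 in place of -0.21; that of CNAG_03160 in the mutant 0.92, 1.05 and 1.09 in place of -0.11; and that of the gene listed before *RIG6* in the mutant 0.91, 0.91 and 0.93 in place of -0.10. With one library left out and TMM kept, the sign also changed in 23 of 328 values, in 7 genes. CNAG_07960 in the WT strain went from -0.21 to 1.56, CNAG_05198 in the mutant from -1.41 to 0.65, and *CHK1* in the mutant from -0.16 to 0.14. Many of the 328 values leave out a library that is not in the contrast and could hardly change it. *CHK1* in the WT strain, for example, was 1.40 or 1.45 without any of the mutant libraries. The share of 23 in 328 thus understates the dependence on single libraries.

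The test of repair-related words in product descriptions and its 2 alternatives were not run, since no annotation was used here. The block within strains gives no value for the contrasts between strains, and the exact test and the fits of 4 libraries none for the difference between responses. With between 127859 and 159331 counts per library, the filter of at least 5 counts in 2 libraries left 1700 of 6962 genes for the tests, and 5931 had any count.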

Differences from the paper's values

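In the WT strain, 729 genes had an unadjusted p-value under 0.05 against the paper's 5087, and in the *rad53*Δ mutant 829 against the paper's 4768. None of the alternatives set before the deposited files were examined closed either gap. The largest numbers were 1025 and 1127, with library size alone. All but the filter of at least 1 count tested at most 1700 genes, so they could not have closed it. With that filter 5931 genes were tested, and the numbers were 888 in the WT strain and 1021 in the mutant.

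In the WT strain, 257 genes changed at least 2-fold against the paper's 392. With edgeR's exact test (280), only the 4 libraries of the contrast (282), DESeq2's size factors (265), library size alone (570), the replicate block (274), the block within strains (267) or an adjusted p-value under 0.05 (371), the number was within 1.5 times the paper's; with DESeq2 (133), all genes of at least 1 count (256), filterByExpr (242), the length offset (251) or a 4-fold threshold (122) it was not. With limma on log2(FPKM + 1) (350) and log2(FPKM + 0.1) (286), counted only after the values were seen, it was also within 1.5 times. Which filter gives the paper's 392 is not clear. The paper's columns give 334 genes past both thresholds in the first 1733 genes of Table S1 alone.

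Group II had 0 genes against the paper's 33, and Group III 0 against the paper's 15. At an unadjusted p-value under 0.05 and any fold change, 42 of the 257 WT genes were higher and 5 lower in the basal mutant. At least 2-fold and at any p, 24 were higher and 6 lower. The same WT basal libraries also served to choose the 257 genes, so these numbers are not independent of that choice. No alternative brought Group II above 1 or Group III above 3. For Group I and Group IV only the sizes were compared with the paper's, not the members. Group IV here held none of *RIG4*, *RIG5*, *SGS1*, *RAD16* and *RIG6*. *RIG6* fell in the WT strain, and the others had too few counts to be tested. *CHK1* met the Group IV rule. With the processing used here, the sizes of Group I and Group IV were within 1.5 times of the paper's 289 and 55. Group I was not with DESeq2 (108), only 4 libraries (186), library size alone (442) or a 4-fold threshold (88). Nor was it with all genes of at least 1 count (180), filterByExpr (184) or the length offset (192). Group IV was not with DESeq2 (25), only 4 libraries (96), library size alone (125) or a 4-fold threshold (34). Nor was it at an adjusted p-value under 0.05 (103) or under the rules that gave 18 and 8.

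Among the first 1733 genes of Table S1, the paper's columns give 334 genes past both thresholds for radiation in the WT strain, against 55 here; 528 for radiation in the mutant, against 86; 8 for the strains under basal conditions, against 2; and 72 for the irradiated strains, against 11. None of the alternatives set before the deposited files were examined closed these gaps. With the processing used here, 428 of these 1733 genes were tested, so the 528 could not have been reached. The filter of at least 1 count, which tested more genes, gave 84 for that contrast. The low number of tested genes limits the other comparisons too.

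CNAG_01464 had a log2 fold change of -6.55 in the WT strain against the paper's -3.86 in Table S1; on log2(FPKM + 1) it was -4.59, within 1 standard error of the paper's value, and under the other alternatives the gap was larger than 1 standard error. A fold change to 0 counts and its error are poorly determined. In the mutant, CNAG_01464 had -4.48, the same as the paper's value, and CNAG_00177 had 2.0 against the paper's 2.33. Each of them had 1 count in all in the irradiated mutant libraries. CNAG_01465 had -6.06 in the WT strain against the paper's 1.41, and -2.86 in the mutant against the paper's 0.94. None of the alternatives closed these 2 gaps.

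The paper states that more genes changed in the WT strain than in the mutant at its p threshold; the deposited counts gave 729 and 829. The paper states that *RIG6* was induced in the WT strain; its log2 fold change was -1.79. The paper states that *RIG4*, *RIG5*, *SGS1* and *RAD16* were induced in the WT strain; their counts summed to 0, 0, 0 and 4 in the WT irradiated libraries, too few for a test.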

Other observations

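The tests of low depth, of shifted identifiers, of neighbouring genes' FPKM, of the largest genes and of gene length were set before their own results were seen, though after the deposited FPKM had been found unrelated to Table S1. The tests of neighbouring genes' fold changes, and of the gene listed before *RIG6*, were chosen after the counts had been seen and after the test on neighbouring genes' FPKM had come out negative.

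The deposited FPKM and the paper's FPKM in Table S1 were unrelated in every library (Spearman correlations between -0.08 and 0.09 across the first 1733 genes). Low depth alone does not account for it: counts drawn from Table S1 at the deposited depth kept a Spearman correlation of at least 0.94 with it. A fixed shift of the identifiers does not either, as the highest correlation over offsets of 1 to 50 places in either direction was 0.06. If the deposited counts came from the strand opposite to each gene, a gene's FPKM was expected to follow that of its neighbours, but the correlations with the genes just before and just after were 0.035 and 0.022, within the range of -0.055 to 0.057 for genes 2 to 50 places away.

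The deposited response to radiation in the WT strain was weakly related to that in Table S1. Over the 428 tested genes, its Spearman correlation was 0.194 with the gene's own log2 fold change in Table S1, 0.167 with that of the gene just before and 0.122 with that of the gene just after, where genes 2 to 50 places away gave between -0.131 and 0.111. These values took only Table S1 genes above a minimum of FPKM that was chosen after looking at the values. With the gene's own value held fixed, the neighbours' correlations were 0.161 and 0.108. Without that minimum, the 3 values were 0.213, 0.169 and 0.126, against a range of -0.131 to 0.123. With fold changes of the FPKM in Table S1 they were 0.106, 0.137 and 0.104, against a range of -0.137 to 0.126. Some distant genes were thus as far from 0 as the gene just after in these 3 versions, and as the gene just before in the last. For the difference between the strains' responses, both neighbours (0.175 and 0.197) lay outside the range of distant genes, -0.119 to 0.13. These 3 versions and that on the difference between the strains' responses are all the fold-change versions reported, and genes are not independent replicates. The values could come from counts that hold some fragments of the gene itself and some of its neighbours. An example is transcripts that run past a gene's end on the other strand. Both neighbours also lay above the range of distant genes in the versions with and without the minimum of FPKM. Only for the difference between responses were both further from 0 than every distant gene. The test on FPKM gave no such sign. Without a genome the strand of the fragments was not tested.

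The gene listed just before *RIG6* had 3 and 1 counts in the WT basal libraries, 180 and 156 in the WT irradiated libraries, 4 and 3 in the *rad53*Δ basal libraries and 6 and 6 in the *rad53*Δ irradiated libraries. Its difference between the strains' responses, -5.70 on the log2 scale (adjusted p = 6.9e-05 from edgeR's interaction test), was the largest fall among genes past the thresholds. The paper reports this pattern for *RIG6*. Of the 14 genes next to *CHK1*, *BDR1*, *SGS1*, *RAD16*, *RIG4*, *RIG5* and *RIG6*, 4 had enough counts to be tested, and this was the only 1 of them past the thresholds of the interaction test. It was noticed in the data and no biological explanation was tested.

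*BDR1* had 0 counts in all 8 libraries. As the deposited FPKM are unrelated to Table S1, its level of expression cannot be read from this.

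The 10 genes with the largest counts in each library took between 39.5% and 46.0% of basal counts and between 17.7% and 18.5% of irradiated counts. The gene with the largest count summed over all libraries took 21.4% and 21.6% in the WT basal libraries and 5.57% and 5.53% in the WT irradiated libraries (95% Wilson intervals from 21.2% to 21.8% and from 5.41% to 5.69%). It took 21.4% and 21.1% in the *rad53*Δ basal libraries and 5.07% and 5.64% in the *rad53*Δ irradiated libraries. The intervals of these irradiated libraries, 4.95% to 5.18% and 5.52% to 5.76%, do not overlap. Such intervals cover counting error only and understate the spread between libraries. Leaving out the 10 genes with the largest counts summed over all libraries, before normalization, gave 258 WT genes past the thresholds in place of 257. These need not be the 10 largest of each library. TMM already trims such genes, so this test had little room to come out otherwise. Both strains show the drop, and radiation cannot be told apart from any difference in library preparation between basal and irradiated samples, which the labels do not record.

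In Table S1 itself, the paper's false-discovery rate equals its p-value in all 1733 genes of the WT comparison and in 26 of the mutant's. The log2 ratio of the paper's FPKM and the paper's edgeR fold change differ with an SD of 0.39 in both radiation comparisons, but of 0.06 and 0.05 between the strains, and the differences in the 2 radiation comparisons correlate at 0.99 across genes. The Spearman correlation of the differences with gene length was -0.31. That is under the limit set beforehand, a correlation of at least 0.5 in size, but a contribution of length is not excluded.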
